# Deficiency in intestinal epithelial O‐GlcNAcylation predisposes to gut inflammation

**DOI:** 10.15252/emmm.201708736

**Published:** 2018-06-25

**Authors:** Ming Zhao, Xiwen Xiong, Kaiqun Ren, Bing Xu, Meng Cheng, Chinmayi Sahu, Kaichun Wu, Yongzhan Nie, Zan Huang, Richard S Blumberg, Xiaonan Han, Hai‐Bin Ruan

**Keywords:** epithelial barrier function, gut microbiota, inflammatory bowel disease, Paneth cells, STAT signaling, Digestive System, Immunology, Post-translational Modifications, Proteolysis & Proteomics

## Abstract

Post‐translational modifications in intestinal epithelial cells (IECs) allow for precise control in intestinal homeostasis, the breakdown of which may precipitate the pathological damage and inflammation in inflammatory bowel disease. The O‐linked β‐N‐acetylglucosamine (O‐GlcNAc) modification on intracellular proteins controls diverse biological processes; however, its roles in intestinal homeostasis are still largely unexplored. Here, we found that levels of protein O‐GlcNAcylation and the expression of O‐GlcNAc transferase (OGT), the enzyme adding the O‐GlcNAc moiety, were reduced in IECs in human IBD patients. Deletion of OGT specifically in IECs resulted in disrupted epithelial barrier, microbial dysbiosis, Paneth cell dysfunction, and intestinal inflammation in mice. Using fecal microbiota transplantation in mice, we demonstrated that microbial dysbiosis although was insufficient to induce spontaneous inflammation but exacerbated chemical‐induced colitis. Paneth cell‐specific deletion of OGT led to Paneth cell dysfunction, which might predispose mice to chemical‐induced colitis. On the other hand, the augmentation of O‐GlcNAc signaling by inhibiting O‐GlcNAcase, the enzyme removing O‐GlcNAcylation, alleviated chemical‐induced colitis. Our data reveal that protein O‐GlcNAcylation in IECs controls key regulatory mechanisms to maintain mucosal homeostasis.

## Introduction

Inflammatory bowel disease (IBD), including ulcerative colitis (UC) and Crohn's disease (CD), is a group of conditions characterized by chronic or recurring inflammation of the gastrointestinal tract. The induction and perpetuation of intestinal inflammation require the convergence of several abnormalities that affect overlapping layers of homeostatic modules including genetic predisposition, barrier dysfunction, microbial dysbiosis, and immune over‐activation (Khor *et al*, 2011; Maloy & Powrie, 2011; Kayama & Takeda, 2012; Kamada *et al*, 2013; Knights *et al*, 2013; Sonnenberg & Artis, 2015). Intestinal epithelial cells (IECs) establish a barrier between luminal environment and the internal milieu, placing IECs at the center of interactions between the mucosal immune system and luminal antigens and metabolites. A healthy and robust layer of IECs maintains multiple layers of intestinal homeostasis. Dysfunction in IEC biology, such as epithelial barrier malfunction, uncontrolled cell death, and defective autophagy in Paneth cells, drives intestinal inflammation (Khor *et al*, 2011; Gilbert *et al*, 2012; Peterson & Artis, 2014).

The epithelial barrier is primarily mediated by the formation of junction complexes between IECs, which connect adjacent IECs to form a continuous physical barrier that restricts luminal pathogens from invading the intestine. The turnover of IECs, such as apoptosis, provides an additional challenge to the maintenance of epithelial continuity. In IBD, dysregulation of junction complexes and cell death both contribute to the “leaky gut” and intestinal inflammation (Turner, 2009).

The Paneth cell is a type of secretory IECs found at the base of the small intestine crypt. It contains large granules high in anti‐microbial peptides (AMPs), which can alter the composition of gut microbiota and counteract enteric pathogens (Bevins & Salzman, 2011). A recent study has demonstrated Paneth cells as a site of origin for intestinal inflammation (Adolph *et al*, 2013). Several genetic susceptibility alleles for human IBD, such as *ATG16L1*,* NOD2*, and *XBP1*, all lead to Paneth cell dysfunction (Bevins & Salzman, 2011; Khor *et al*, 2011). Taken together, IECs control multi‐layers of intestinal homeostasis, the disruption of which make a major contribution to the IBD pathogenesis.

O‐GlcNAcylation is the post‐translational modification of serine and threonine residues with β‐N‐acetylglucosamine (O‐GlcNAc) on intracellular proteins (Torres & Hart, 1984; Hart *et al*, 2007). This dynamic modification is attached by O‐GlcNAc transferase (OGT) and removed by O‐GlcNAcase (OGA). Protein O‐GlcNAcylation acts as a hormone and nutrient sensor to control many biological processes including cell signaling, metabolism, development, and aging (Hanover *et al*, 2012; Ruan *et al*, 2012, 2013b, 2014; Yang & Qian, 2017). Nevertheless, the role of intestinal epithelial O‐GlcNAcylation in barrier function and inflammation is still largely unexplored. Herein, we found that levels of OGT and protein O‐GlcNAcylation were downregulated in IECs of IBD patients. IEC‐specific knockout of OGT in mice resulted in permeable epithelial barrier, Paneth cell dysfunction, microbial dysbiosis, and ultimately intestinal inflammation. Elevating intestinal O‐GlcNAcylation levels increased barrier function and protected mice from chemical‐induced inflammation. Our data demonstrate that protein O‐GlcNAcylation in IECs is important for the intestinal homeostasis.

## Results

### Defective O‐GlcNAc modification in IECs in IBD patients

To explore the potential involvement of O‐GlcNAc modification in intestinal inflammation, we performed the immunohistochemistry staining of OGT and protein O‐GlcNAcylation on colon tissues of IBD patients (Appendix Table S1). In both UC and CD, levels of OGT and O‐GlcNAc modification were robustly downregulated in IECs, compared to those in controls (Fig 1A and B). We also observed a similar reduction in levels of OGT and O‐GlcNAcylation in a separate cohort of Chinese UC patients (Fig EV1A and B). Although not statistically significant, the expression of *OGT* gene in UC patients tended to decrease when compared to healthy subjects (Fig EV1C). To further evaluate whether there was any correlation between disease severity and levels of OGT and O‐GlcNAcylation, we performed the immunohistochemistry staining on another set of intestine biopsies (Appendix Table S2) and confirmed the reduction in OGT and O‐GlcNAcylation levels in IECs of both UC and CD (Fig 1C). Interestingly, intensities of both OGT and O‐GlcNAcylation were negatively correlated with histological disease activities in UC and CD that were determined by Geboes and global histological activity (GHA) scores, respectively (Fig 1D and E, and Dataset EV1; van Loosdregt & Coffer, 2014). These data demonstrate that O‐GlcNAc dysfunction in IECs is associated with IBD.

**Figure 1:**
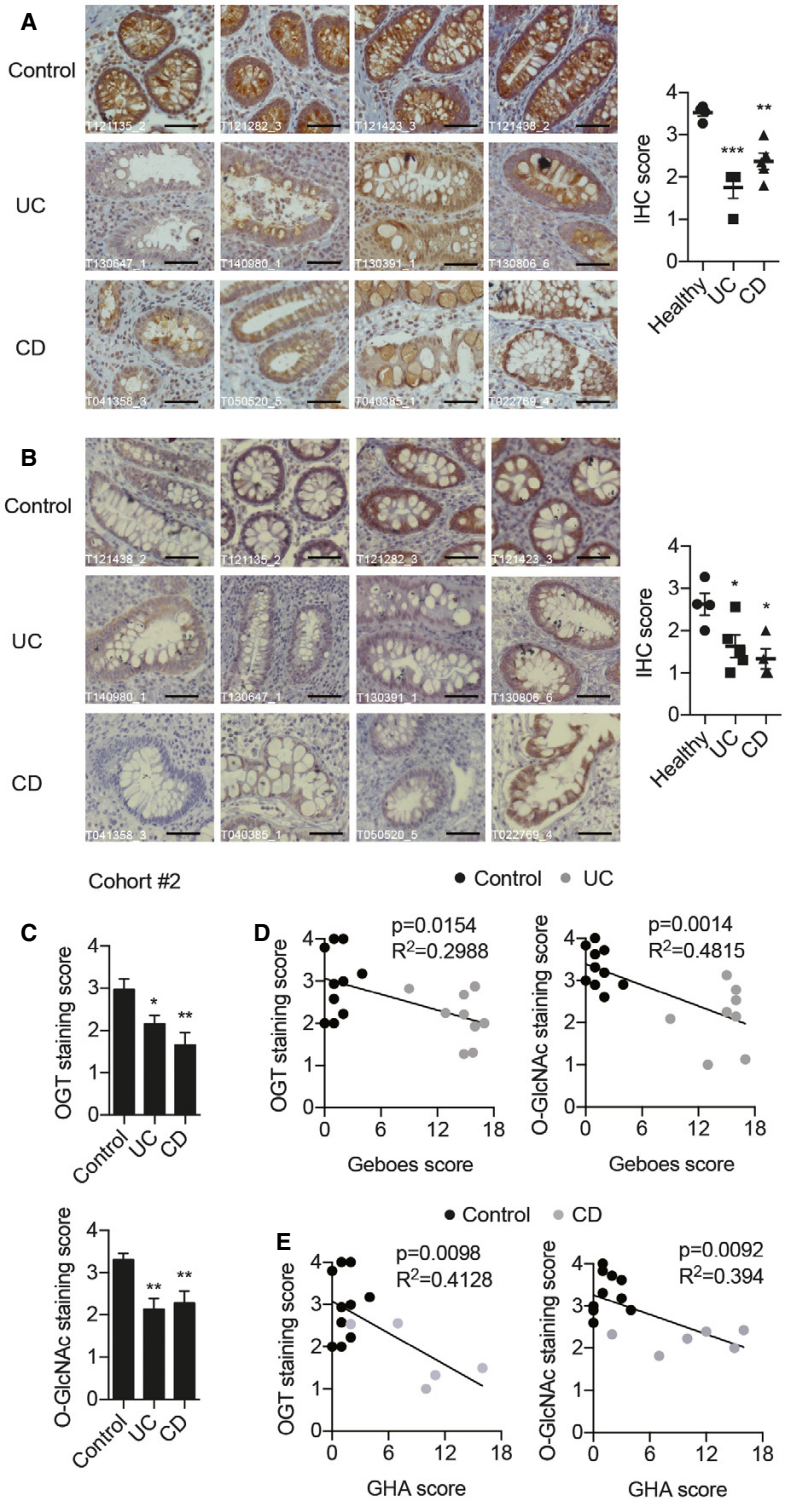
Defective O‐GlcNAc signaling in intestinal epithelial cells in IBD patients A, BRepresentative images of OGT (A) and O‐GlcNAc (B) immunohistochemistry on paraffin‐embedded colon sections from control, UC, and CD patients (*n* = 4). Intensities of staining were scored on the right. Scale bars = 50 μm. (One‐way ANOVA, OGT: Healthy versus UC *P* = 0.0002, Healthy versus CD *P* = 0.003; O‐GlcNAc: Healthy versus UC *P* = 0.0365, Healthy versus CD *P* = 0.0125).CLevels of intestinal epithelial OGT and O‐GlcNAcylation in a second cohort of control, UC, and CD patients. (One‐way ANOVA, OGT: Control *n* = 10, UC *n* = 9, CD *n* = 6; Control versus UC *P* = 0.035, Control versus CD *P* = 0.003; O‐GlcNAc: Control *n* = 10, UC *n* = 8, CD *n* = 8; Control versus UC *P* = 0.0027, Control versus CD *P* = 0.008).D, ERegression plots of average immune‐staining scores of OGT and O‐GlcNAcylation against histological scores in UC (D) and CD (E) (D: OGT *n* = 19, O‐GlcNAc *n* = 18; E: OGT *n* = 15, O‐GlcNAc *n* = 16).Data information: Data are represented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001 by one‐way ANOVA with the Dunnett *post hoc* test.

**Figure EV1:**
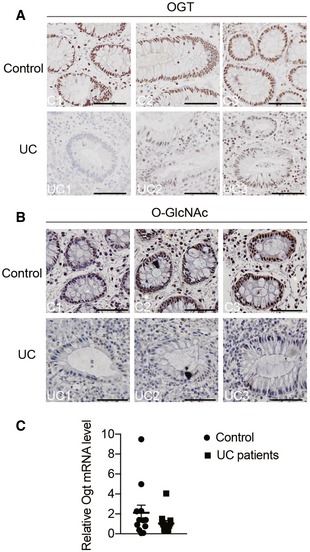
Defective O‐GlcNAc signaling in epithelial cells of Chinese UC patients A, BRepresentative images of OGT (A) and O‐GlcNAc (B) immunohistochemistry in colon tissues from Chinese normal controls and UC subjects. Scale bars = 50 μm.CmRNA levels of *OGT* in the colon from Chinese healthy and UC subjects (*n* = 12).Data information: Data are represented as scatter dot plots with lines at mean and SEM.

### Epithelial deficiency in OGT causes intestinal damages in mice

To directly examine the role of protein O‐GlcNAcylation in the intestinal epithelia, we generated IEC‐specific *Ogt* gene knockout mice (*Vil‐Ogt* KO) by crossing the *Villin‐Cre* and *Ogt‐floxed* mouse lines. Immunohistochemistry demonstrated that OGT and O‐GlcNAcylation were specifically and efficiently depleted in both ileum and colon in *Vil‐Ogt* KO mice (Fig EV2A and B). Male *Vil‐Ogt* KO mice were viable, but substantially lighter in weight (Fig 2A) and gradually developed rectal prolapse, rectal bleeding, and diarrhea (Fig 2B and C). In females, heterozygous KO mice appeared normal and healthy, while homozygous KO females showed similar phenotypes as KO males including the body weight loss and the progressive rectal prolapse (Fig 2D and E). Later, we used male mice for most experiments. Histological analyses showed that intestinal architecture was disrupted in *Vil‐Ogt* KO mice, such as the irregularity of the size and shape of crypts and increased crypt branching (Fig 2F).

**Figure EV2:**
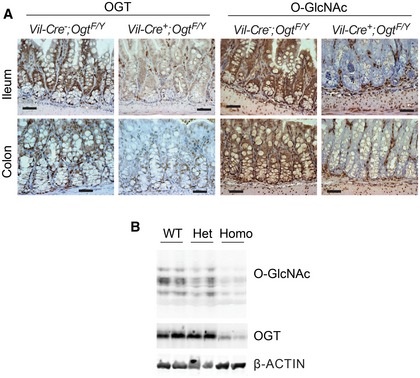
Knockout specificity and efficiency in *Vil‐OGT* KO mice Immunostaining of OGT and O‐GlcNAc in the ileum and colon sections from male wild‐type and *Vil‐Ogt* KO mice. Scale bars = 50 μm.Immunoblotting of O‐GlcNAc and OGT in the colon of female wild‐type and *Vil‐Ogt* KO mice. Source data are available online for this figure.

**Figure 2:**
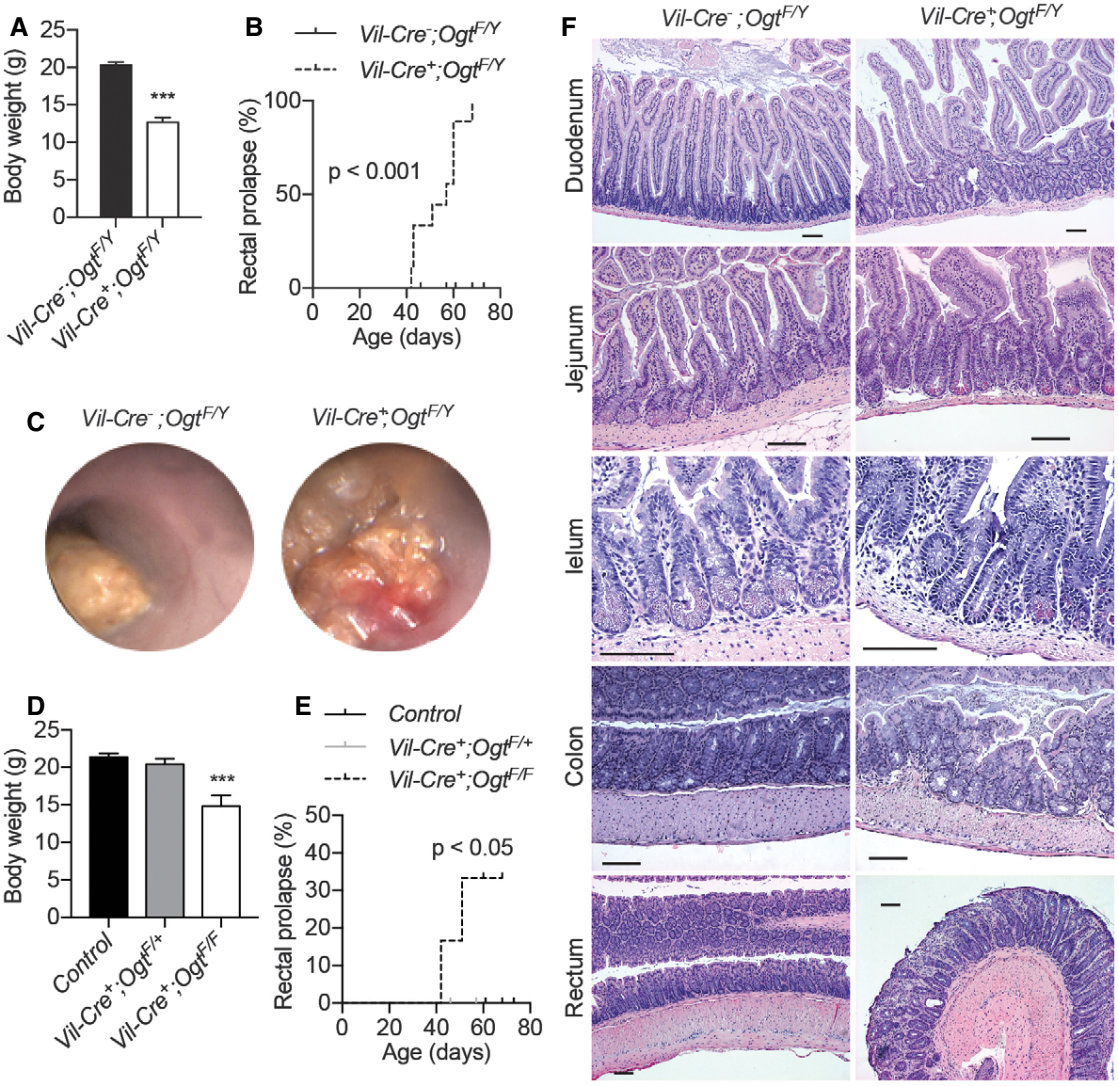
Loss of OGT in IECs causes intestinal damages in mice Body weight of male wild‐type and *Vil‐Ogt* KO mice at 6 weeks of age (*n* = 6, *P* = 0.000015).Incidence of rectal prolapse in male wild‐type and *Vil‐Ogt* KO mice (WT *n* = 17, KO *n* = 9, *P* < 0.0001).Representative colonoscopy images of male wild‐type and *Vil‐Ogt* KO mice.Body weight of female wild‐type and *Vil‐Ogt* KO mice at 9 weeks of age (WT *n* = 11, heterozygous KO *n* = 4, homozygous KO *n* = 5, *P* < 0.0001).Incidence of rectal prolapse in female wild‐type and *Vil‐Ogt* KO mice (WT *n* = 9, heterozygous KO *n* = 8, homozygous KO *n* = 6, *P* = 0.0439).H&E staining of duodenum, jejunum, ileum, colon, and rectum of 10‐week‐old male wild‐type and *Vil‐Ogt* KO mice. Scale bars = 100 μm.Data information: Data are represented as mean ± SEM. ***P < 0.001 by two‐tailed *t*‐test (A), Mantel–Cox test (B and E), or one‐way ANOVA with the Dunnett *post hoc* test (D).

We then utilized semi‐quantitative pathology to qualify the pathological alterations in ileal and colonic mucosa (Erben *et al*, 2014; Gilbert *et al*, 2015). Significantly increased intestinal epithelial hypertrophy, epithelial hyperplasia, and mucosal thickness were observed in the *Vil‐Ogt* KO mice (Fig 3A and B). Immunohistochemistry revealed a modest increase in infiltrating neutrophils, macrophages, and CD4 T cells at the crypt base of the ileum in *Vil‐Ogt* KO mice (Fig 3C). Quantitative reverse transcription PCR (RT–qPCR) showed that the expression of inflammatory genes including *Tnfa*,* Il6*,* Il1b*, and *Ifng* was largely upregulated in the jejunum, ileum, and colon of *Vil‐Ogt* KO mice when compared to control mice (Fig 3D). Immunofluorescence of Ki‐67 showed significantly greater amounts of proliferating epithelial cells in the ileum of *Vil‐Ogt* KO (Fig 3E). In addition, TUNEL assay and immunostaining of Cleaved‐CASPASE3 showed increased apoptotic cells in the crypt region of ileum in *Vil‐Ogt* KO mice (Fig 3F and G). Consistently, cultured ileal organoids from KO mice had a profound decrease in viability, when compared to control organoids (Fig 3H). Collectively, our data illustrate that loss of protein O‐GlcNAcylation in IECs results in dysregulated proliferative/apoptotic homeostasis and susceptibility to inflammation in mice.

**Figure 3:**
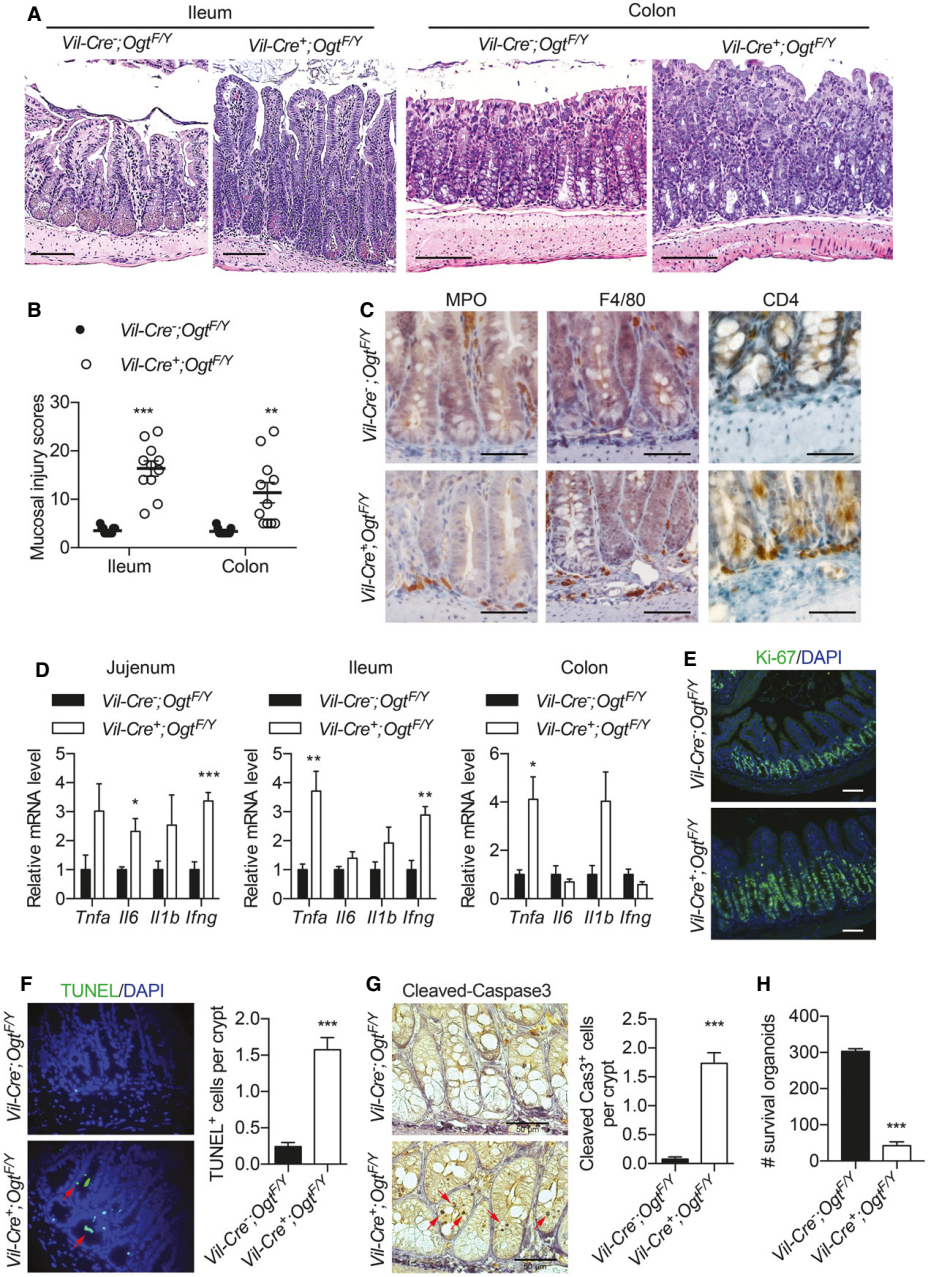
IEC‐specific loss of OGT disrupts intestinal proliferative/apoptotic homeostasis ARepresentative images of the H&E staining of ileum and colon of 10‐week‐old male wild‐type and *Vil‐Ogt* KO mice. Scale bars = 100 μm.BCombined scores of the mucosal injury in 10‐week‐old male wild‐type and *Vil‐Ogt* KO mice (*n* = 11, ileum: *P* < 0.0001, colon: *P* = 0.0012).CRepresentative images of MPO, F4/80, and CD4 immunohistochemistry in the ileum tissue of male wild‐type and *Vil‐Ogt* KO mice. Scale bars = 50 μm.DRT–qPCR of inflammatory markers in jejunum, ileum, and colon (*n* = 5, jejunum: Il6 *P* = 0.029, *Ifng P* = 0.0009; ileum: *Tnfa P* = 0.0094, *Ifng P* = 0.0066; colon: *Tnfa P* = 0.028).EImmunofluorescent staining of Ki‐67 in ileal tissues (*n* = 5). Scale bars = 50 μm.F, GTUNEL staining (F) and immunostaining of Cleaved‐CASPASE3 (G) in the ileum. Quantification of the numbers of positive cells is shown at the right. (TUNEL WT *n* = 9, KO *n* = 6, *P* = 0.0003; Cleaved Cas3 WT = 8, KO = 7, *P* < 0.0001).HNumbers of survived organoids per 1000 isolated ileal crypts (WT *n* = 4, KO *n* = 23, *P* < 0.0001).Data information: Data are represented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001 by two‐tailed *t*‐test.

### Defective intestinal barrier in *Vil‐Ogt* KO mice

Intestinal barrier dysfunction potentiates and sustains intestinal inflammation (Turner, 2009), and we then sought to test whether the deficiency in O‐GlcNAcylation in IECs alters epithelial barrier function. *Vil‐Ogt* KO mice exhibited increased plasma levels of fluorescein isothiocyanate (FITC) after oral gavage of FITC‐dextran (Fig 4A) and increased fecal albumin (Fig 4B), indicating that *Vil‐Ogt* KO mice had increased intestinal permeability. A major component of the mucosal barrier is the junction complex between IECs (Turner, 2009). Electron microscopy of the wild‐type intestine clearly showed the tight junctions (arrows), the adherens junctions (arrowheads), and desmosomes (stars) (Fig 4C). In *Vil‐Ogt* KO mice, however, the density of perijunctional ring was profoundly decreased (Fig 4C). Desmosomes were reduced in number, which sometime caused open paracellular space (Fig 4C). We also observed splenomegaly (Fig EV3A) and increased levels of inflammatory gene expression in the liver (Fig EV3B), indicating that the leaky gut in *Vil‐Ogt* KO mice caused systemic inflammation.

**Figure 4:**
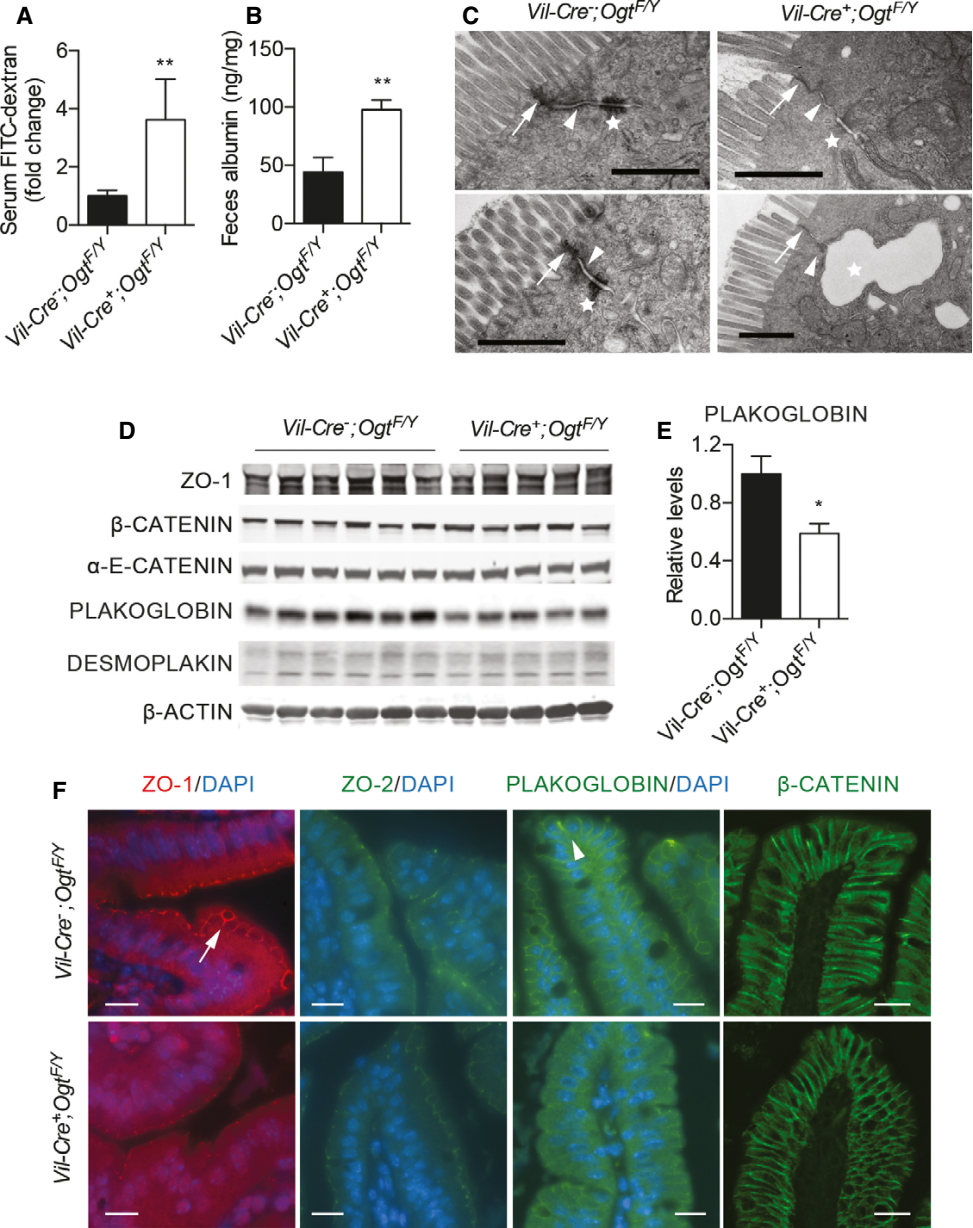
Intestinal barrier dysfunction in *Vil‐Ogt* KO mice A, BIntestinal barrier functional assays measuring serum FITC‐dextran (A) and albumin from fecal sample (B) of male wild‐type and *Vil‐Ogt* KO mice. (A: WT *n* = 5, KO *n* = 6, *P* = 0.0015; B: WT *n* = 9, KO *n* = 6, *P* = 0.0053).CRepresentative EM pictures of ileum epithelial cells. Arrows, arrowheads, and stars indicate tight junctions, adherens junctions, and desmosomes, respectively. Scale bars = 1 μm.DImmunoblotting of protein markers of tight junction (ZO‐1), adherens junction (β‐CATENIN, α‐E‐CATENIN, and PLAKOGLOBIN), and desmosome (PLAKOGLOBIN and DESMOPLAKIN) in colon.EDensitometric analysis of PLAKOGLOBIN protein levels in (D). (WT *n* = 6, KO *n* = 5, *P* = 0.021).FRepresentative images of ZO‐1, ZO‐2, PLAKOGLOBIN, and β‐CATENIN immunofluorescent staining in the ileum tissue of male wild‐type and *Vil‐Ogt* KO mice. Arrow and arrowhead indicate ZO‐1 and PLAKOGLOBIN, respectively. Scale bars = 10 μm.Data information: Data are represented as mean ± SEM. *P < 0.05; **P < 0.01 by two‐tailed *t*‐test.Source data are available online for this figure.

**Figure EV3:**
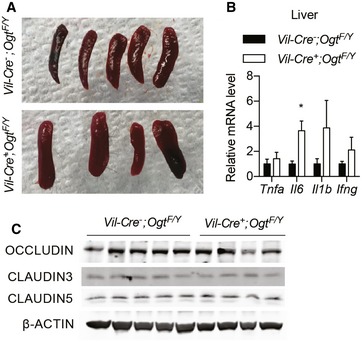
Systemic inflammation in *Vil‐Ogt* KO mice A, BGross morphology of spleen (A) and RT–qPCR of inflammatory markers in liver (B) from male wild‐type and *Vil‐Ogt* KO mice (WT *n* = 4, KO *n* = 6, *Il6 P* = 0.0271).CImmunoblotting of protein markers of tight junction including OCCLUDIN, CLAUDIN 3 and 5 in colon. The blots were from the same experiment as shown in Fig 7A.Data information: Data are represented as mean ± SEM. *P < 0.05 by two‐tailed *t*‐test.Source data are available online for this figure.

We then performed Western blotting and immunofluorescence using antibodies against markers of junction complexes and found that PLAKOGLOBIN, a critical component of both desmosomes and adherens junctions that anchors transmembrane cadherins to intermediate filaments, was downregulated in *Vil‐Ogt* KO mice (Fig 4D–F). Even though the expression level was not changed, the tight junction protein zonula occludens‐1 (ZO‐1) remarkably lost its localization to the cell membrane in *Vil‐Ogt* KO mice (Fig 4D and F). We did not observe any changes in other junction complex markers including ZO‐2, β‐CATENIN, α‐E‐CATENIN, DESMOPLAKIN, CLAUDIN 3 and 5, and OCCLUDIN (Figs 4D and F, and EV3C). Taken together, these findings demonstrate that the loss of OGT in IECs impairs epithelial barrier function, which may potentiate the development of intestinal inflammation.

### Microbial dysbiosis in *Vil‐Ogt* KO mice

Microbial dysbiosis plays an important role in inflammatory bowel disease (Bevins & Salzman, 2011), and we then sought to determine whether the deficiency in intestinal epithelial O‐GlcNAcylation interferes with gut microbiota. 16S rRNA gene sequencing was used to interrogate differences in fecal microbiota between singly housed wild‐type and *Vil‐Ogt* KO mice. The phylogenetic diversity was comparable between control and KO mice (Fig EV4A). Principal coordinate analysis (PCoA) of the unweighted UniFrac showed that bacterial communities within the same genotype had similar bacterial composition no matter where they were housed (Fig 5A). Linear discriminant analysis (LDA) effect size (LEfSe) highlighted differentially abundant taxonomic clades (Fig EV4B). The phylum *Firmicutes*, the *Coriobacteriia* class within the *Actinobacteria* phylum, and *Mycoplasmatales* order within the *Tenericutes* phylum were decreased, while the *Bacteriodetes* family *Bacteriodaceae* and the *Gammaproteobacteria* class within the *Proteobacteria* phylum were enriched in *Vil‐Ogt KO* mice (Figs 5B and EV4C and D). Interestingly, the most consistent observations of microbial dysbiosis in IBD patients are a reduction in *Firmicutes* and an increase in *Proteobacteria* (Matsuoka & Kanai, 2015).

**Figure EV4:**
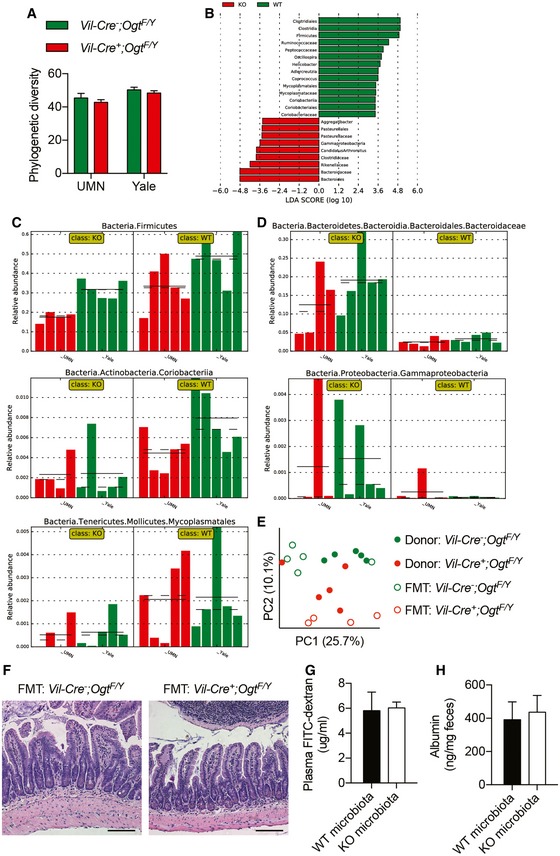
Changes in microbial composition in *Vil‐Ogt* KO mice APhylogenetic diversity of fecal bacteria from mice that were individually housed at UMN (WT *n* = 5, KO *n* = 4) or Yale (*n* = 5).BDifferentially abundant taxomonic clades analyzed by LEfSe.C, DAbundance histogram plots of taxonomic groups detected by LEfSe that were downregulated (C) or upregulated (D) in *Vil‐Ogt* KO mice (*n* = 4–5).E–HAntibiotic‐treated mice were transplanted with gut microbiota from control or *Vil‐Ogt* KO mice (*n* = 5). (E) PCoA plot of unweighted UniFrac distance of bacterial communities. (F) H&E staining of colon. Scale bars = 100 μm. (G) Levels of serum FITC‐dextran. (H) Albumin from fecal samples.Data information: Data are represented as mean ± SEM.

**Figure 5:**
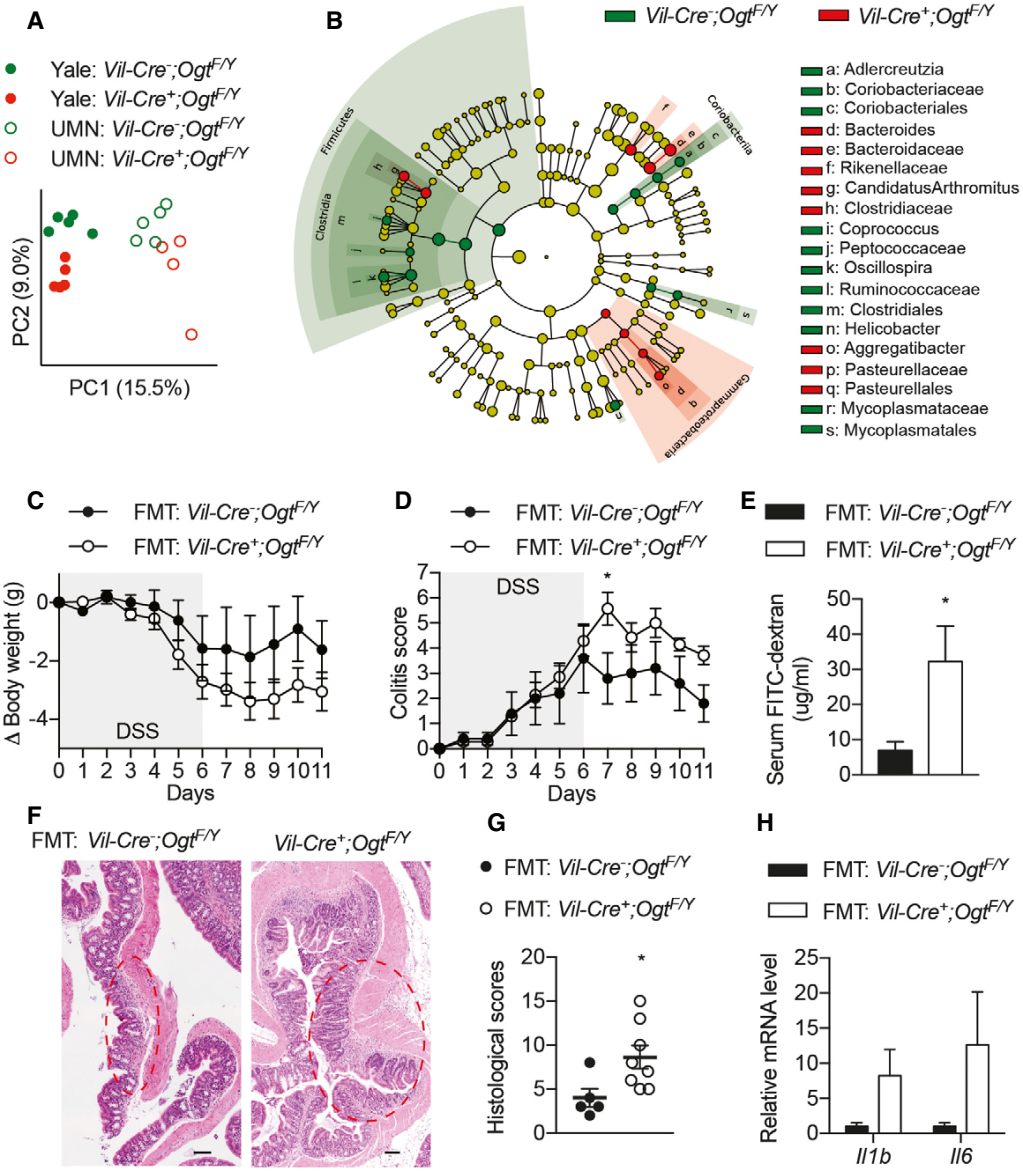
Microbial dysbiosis in OGT‐deficient mice APCoA plot of unweighted UniFrac distance of bacterial communities in wild‐type and *Vil‐Ogt* KO mice that were singly housed at Yale or UMN (UMN KO *n* = 4, rest *n* = 5).BCladogram showing the most discriminative bacterial clades between wild‐type and *Vil‐Ogt* KO mice that were identified by LEfSe. Regions in red indicate clades that were enriched in *Vil‐Ogt* KO mice, while regions in green indicate clades that were enriched in wild‐type mice.C–HAntibiotic‐treated C57BL/6 male mice were transplanted with fecal microbiota from wild‐type or *Vil‐Ogt* KO mice and then induced with DSS for colitis (WT *n* = 5, KO *n* = 7). (C) Daily changes in body weight. (D) Colitis scores. (E) Intestinal barrier functional assays measuring serum FITC‐dextran on Day 10. (F) H&E staining of colon tissues. Ulcer areas are designated by red circles. Scale bars = 200 μm. (G) Pathological scores of the mucosal injury. (H) RT–qPCR of inflammatory markers in the colon. (D: *P* = 0.0409; E: *P* = 0.0457; G: *P* = 0.032).Data information: Data are represented as mean ± SEM. *P < 0.05 by two‐way ANOVA followed by Bonferroni corrections (D) and two‐tailed *t*‐test (E and G).

To determine whether microbial dysbiosis in *Vil‐Ogt* KO mice contributes to the pathogenesis of intestinal inflammation, we first performed fecal microbiota transplantation (FMT) from control and *Vil‐Ogt* KO mice into antibiotic‐treated wild‐type mice. Compositional differences between the microbiota from control and *Vil‐Ogt KO* mice generally persisted in the corresponding FMT recipients (Fig EV4E). No difference in intestinal morphology (Fig EV4F) or barrier function (Fig EV4G and H) was observed between mice transplanted with microbiota from wild‐type or *Vil‐Ogt* KO mice. We then induced acute colitis in these mice with dextran sodium sulfate (DSS) and found that mice receiving microbiota from *Vil‐Ogt* KO mice showed a tendency to lose more body weight (Fig 5C), increased colitis score (Fig 5D), and increased intestinal permeability at 5 days after DSS removal (Fig 5E). Histological examination showed severe intestinal injury and inflammation in *Vil‐Ogt* KO FMT mice after 5‐day recovery (Fig 5F), characterized by severer immune infiltration, more necrotic crypts, and larger size of ulcers when compared to the control group (Fig 5G). The expression of inflammatory markers including *Il1b* and *Il6* in recipients of *Vil‐Ogt* KO microbiota showed an increasing tendency as compared to mice undergoing a control FMT (Fig 5H). These data together indicate that, although not sufficient to induce intestinal dysfunction, microbial dysbiosis in *Vil‐Ogt* KO mice exacerbates DSS‐induced colitis.

### OGT regulates Paneth cell function

The Paneth cell is a type of secretory IECs found at the base of the small intestine crypt. It contains large granules high in anti‐microbial peptides (AMPs), which can alter the composition of gut microbiota and counteract enteric pathogens (Bevins & Salzman, 2011). Recent studies have demonstrated Paneth cells as a site of origin for intestinal inflammation (Adolph *et al*, 2013). We found that Paneth cells were missing in some crypts in the ileum of *Vil‐Ogt* KO mice (Figs 3A and 6A). H&E staining and electron microscopy further showed that KO Paneth cells had much smaller but more eosinophilic granules (Figs 3A and 6B). TUNEL and Cleaved‐CASPASE3 staining was striking in the crypt base where Paneth cells are located (Fig 3F and G). However, the expression of the *Lzy1* gene, a marker of Paneth cells, was not changed (Fig 6C), suggesting that OGT knockout might not affect the differentiation of Paneth cells but rather promote Paneth cell death. The expression of AMP genes, including various *Defensins* and *Ang4*, was significantly downregulated in *Vil‐Ogt* KO ileum (Fig 6C). Mounting evidence suggests that IBD‐associated mutations in autophagy‐related genes impair Paneth cell function (Cadwell *et al*, 2009; Henckaerts *et al*, 2011; Patel & Stappenbeck, 2013; Chu *et al*, 2016). Consistent with our recent finding that protein O‐GlcNAcylation promotes hepatic autophagy (Ruan *et al*, 2017), pro‐LC3 was accumulated and failed to be cleaved and activated to form LC3‐II in the IEC of *Vil‐Ogt* KO mice (Fig 6D). These data indicate that loss of OGT causes Paneth cell dysfunction.

**Figure 6:**
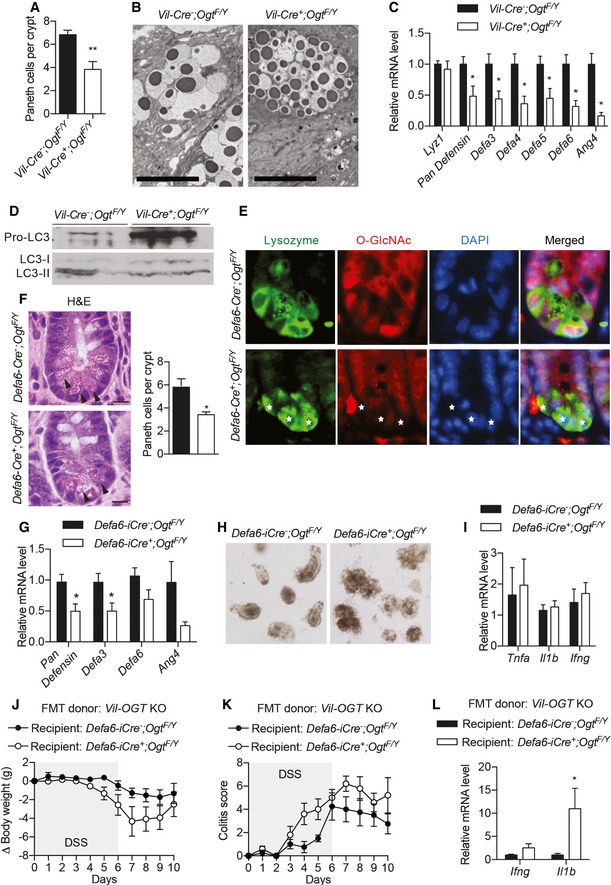
Paneth cell dysfunction in OGT‐deficient mice ANumbers of Paneth cells in the ileum of wild‐type and *Vil‐Ogt* KO mice (*n* = 6, *P* = 0.0048).BRepresentative electron microscopic images of Paneth cells. Scale bars = 1 μm.CExpression of AMP genes in ileum tissues of wild‐type and *Vil‐Ogt* KO mice (*n* = 6, *Pan Defesin P* = 0.031, *Defa3 P* = 0.049, *Defa4 P *=* *0.013, *Defa5 P* = 0.023*, Defa6 P* = 0.034, *Ang4 P* = 0.031).DImmunoblotting of LC3 in IEC cells isolated from WT and *Vil‐Ogt* KO mice.ERepresentative images of O‐GlcNAc staining in Paneth cells of male wild‐type and *Defa6‐Ogt* KO mice. Stars indicate lysozyme‐positive Paneth cells.FMorphology and numbers of Paneth cells in the ileum of wild‐type and *Defa6‐Ogt* KO mice (*n* = 5, *P* = 0.024). Arrow indicates Paneth cell. Scale bars = 10 μm.GExpression of AMP genes in the ileum of wild‐type and *Defa6‐Ogt* KO mice (*n* = 5 *Pan Defesin P* = 0.0291, *Defa3 P* = 0.0462).HRepresentative images of cultured organoid on Day 3.IExpression of inflammatory markers in the ileum of wild‐type and *Defa6‐Ogt* KO mice (*n* = 5).J–LAntibiotic‐treated wild‐type and *Defa6‐Ogt* KO male mice were transplanted with fecal microbiota from *Vil‐Ogt* KO mice and then induced with DSS for colitis. Daily changes in body weight (J), colitis scores (K), and RT–qPCR of inflammatory genes in the ileum (L) are shown (*n* = 4–5). (L: *P* = 0.049).Data information: Data are represented as mean ± SEM. *P < 0.05; **P < 0.01 by two‐tailed *t*‐test.Source data are available online for this figure.

To determine whether O‐GlcNAcylation autonomously controls Paneth cell function, we generated Paneth cell‐specific OGT (*Defa6‐Ogt*) KO mice by crossing the *Ogt‐floxed* mice to the *Defa6‐iCre* line (Adolph *et al*, 2013). Immunofluorescent staining demonstrated that O‐GlcNAcylation was enriched in the nucleus of Paneth cells in WT ileum, and it was specifically and efficiently depleted in Paneth cells of *Defa6‐Ogt* KO mice (Fig 6E). H&E staining showed that these mutant mice had fewer Paneth cells and granules were more eosinophilic, similar to the morphological changes observed in *Vil‐Ogt* KO mice (Fig 6F). The reduction in Paneth cell number was confirmed by immunofluorescent staining using an anti‐lysozyme antibody (Fig EV5). The expression of AMP genes was also downregulated (Fig 6G). Paneth cell is an important source of niche factors to support intestinal stem cells in culture (Barker, 2014). We found that the majority of cultured ileal organoids from *Defa6‐Ogt* KO mice could not survive (Fig 6H). These data suggest that protein O‐GlcNAcylation is indispensable for the survival and function of Paneth cells.

**Figure EV5:**
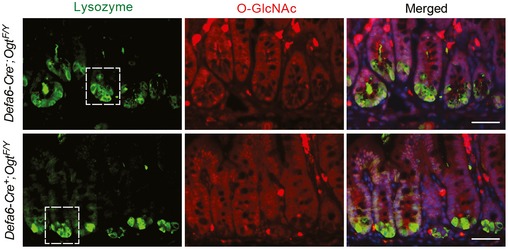
Specific knockout of OGT in Paneth cells Immunostaining of protein O‐GlcNAcylation in Paneth cells (marked by lysozyme staining) from wild‐type and *Defa6‐Ogt* KO mice, showing the knockout specificity/efficiency of OGT and the reduction of Paneth cell numbers. Zoom‐in view of the regions indicated by the rectangles was shown in Fig 6E. Scale bars = 50 μm.

However, we did not observe any intestinal inflammation in *Defa6‐Ogt* KO mice (Fig 6I). Intestinal structure and barrier were largely intact in *Defa6‐Ogt* KO mice, indicating that Paneth cell dysfunction alone is not sufficient to precipitate intestinal inflammation. Recent evidence suggests that a second “hit” is required for Paneth cell dysfunction to induce intestinal inflammation (Kaser *et al*, 2008). We then asked whether alterations in gut microbiota together with the disruption of Paneth cell function instigate a pro‐inflammatory response. Control and *Defa6‐Ogt* KO mice were treated with an antibiotic cocktail and then both received FMT from *Vil‐Ogt* KO mice. When colitis was induced by DSS, *Defa6‐Ogt* KO mice receiving the dysbiotic microbiota derived from *Vil‐Ogt* KO mice had a tendency to lose more body weight (Fig 6J), showed more severe colitis (Fig 6K), and expressed higher levels of inflammatory genes including *Ifng* and *Il1b* (Fig 6L), compared to control mice receiving the same FMT. Collectively, these data demonstrate that intestinal epithelial OGT regulates multiple homeostatic modules, including gut microbiota and Paneth cell function, to prevent from spontaneous and induced intestinal inflammation.

### Defective O‐GlcNAcylation of STAT proteins in *Vil‐Ogt* KO mice

We then sought to determine the molecular mechanisms by which OGT controls intestinal homeostasis. Key regulators in intestinal inflammation such as NF‐κB and STAT3 can be modified and regulated by O‐GlyNAcylation (Yang *et al*, 2015; Li *et al*, 2017); however, we did not observe any changes in the phosphorylation of NF‐κB or STAT3 in the colon of *Vil‐Ogt* KO mice (Fig 7A). To identify other potential molecules and pathways modulated by O‐GlcNAcylation, we performed RNA sequencing of isolated IECs from the ileum and colon of control and *Vil‐Ogt* KO mice. 

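Ileum and colon carry different epithelia. Absorptive enterocytes with lipid and sugar transporters and Paneth cells at the crypt base mark the ileum, while colonocytes and abundant goblet cells mark the colon. Shaking the tissue in EDTA releases sheets of epithelium together with the lymphocytes that sit between the epithelial cells, so the RNA also reports on those. RNA of IECs from 10-week-old mice was sequenced as 11 libraries: 2 of WT ileum, 3 of Vil-Ogt KO ileum, 3 of WT colon and 3 of Vil-Ogt KO colon. The authors aligned the reads to the mouse genome (mm10) with TopHat. The authors' deposited table for each tissue holds, for every locus, 1 log2 FPKM value for WT, 1 for Vil-Ogt KO, the log2 ratio of Vil-Ogt KO over WT and a q-value. Single libraries are not analysed here. The ileum table covers 16521 loci and the colon table 18122. Loci without a gene name number 3505 in the ileum and 4815 in the colon; the others give 12675 genes in the ileum and 12831 in the colon, 11866 of them in both. The median gene lies at 9.71 FPKM in the ileum and at 10.2 FPKM in the colon, over the mean of both genotypes. Few genes are listed at 0 in a genotype: in the ileum 35 in WT and 11 in Vil-Ogt KO, in the colon 12 and 5. The smallest q-value is shared by 1827 loci in the ileum and 3277 in the colon, which places the smallest p of the authors' test at 5e-05, so genes at that limit are not ranked by p. The 2 tables were normalized separately. Gene lists for epithelial cell types, immune cells and pathways, 41 in all, were compared with all other genes by cameraPR of limma on the signed z of each gene.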

The sample correlation matrix and hierarchical clustering based on the correlation showed that IECs from control and *Vil‐Ogt* KO mice clustered separately (Fig 7B). We identified 3,247 and 2,031 genes that significantly show more than twofold changes in expression in ileal and colonic IECs, respectively (Fig 7C). These differentially expressed genes were then subjected for Ingenuity Pathway Analysis (IPA). 

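Ogt encodes the enzyme that adds O-GlcNAc to nuclear and cytosolic proteins, and Mgea5 the enzyme that removes it. Without Ogt in the epithelium, both mRNAs were lower in both parts of the gut. IECs of the Vil-Ogt KO ileum carried more mRNA of absorptive enterocytes, Paneth cells and intraepithelial lymphocytes and less mRNA of stem cells, goblet cells and dividing cells. Those of the Vil-Ogt KO colon carried more goblet cell and enterocyte mRNA and less lymphocyte and interferon-induced mRNA. Across genes, the WT ileum resembled the WT colon (Spearman's rho 0.928) more than the Vil-Ogt KO ileum (0.909). Large-intestinal epithelium in the WT ileum sample, or differences in the segments taken, could therefore contribute to the changes listed for the ileum. In the authors' deposited table, Ogt fell from a log2 FPKM of 3.39 to 1.97 in the ileum (log2 ratio -1.42, q = 0.000452) and from 5.02 to 3.03 in the colon (log2 ratio -1.99, q = 0.000277). Mgea5 had log2 ratios of -2.02 in the ileum and -1.84 in the colon in the authors' deposited table. At a q-value under 0.05 and a change of more than 2-fold, 1460 genes were higher and 1562 lower in the Vil-Ogt KO ileum (3022 of 12675 named genes), and 789 were higher and 959 lower in the Vil-Ogt KO colon (1748 of 12831). Without the fold threshold, 1923 genes were higher and 2315 lower in the ileum, and 2497 were higher and 3226 lower in the colon. Among genes with a mean of at least 1 FPKM, the top rises in the ileum by the log2 ratio in the authors' deposited table include Mfi2 and Gzmc, listed at 0 in WT and at log2 FPKM 2.32 and 1.47 in Vil-Ogt KO, the enterocyte genes Slc2a2 (8.06) and Lct (6.92), the lipoprotein gene Apoc2 (6.63) and the cytochrome P450 genes Cyp3a11 (8.58) and Cyp2b10 (7.90). The top falls in the ileum by the authors' deposited table include Mptx1, at log2 FPKM 1.88 in WT and listed at 0 in Vil-Ogt KO, and Slc37a2 (-9.22), the water channel gene Aqp8 (-8.10), Gsdmc4 (-7.69) and the goblet cell gene Retnlb (-6.07). For the colon, the authors' deposited table lists the neutrophil-associated S100a8 and S100a9 at 0 in WT and at log2 FPKM 2.25 and 1.38 in Vil-Ogt KO, with further rises of Plat (8.07), Dlk1 (7.25), the antiprotease gene Slpi (6.55) and Ghrl (5.94). The colon falls in the authors' deposited table include Prelp (-4.84), Pla2g4c (-4.80), the interferon-induced Ifi27l2a (-4.58) and the locus of Gsdmc, Gsdmc2, Gsdmc3 and Gsdmc4 (-4.01).

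**Figure D1:**
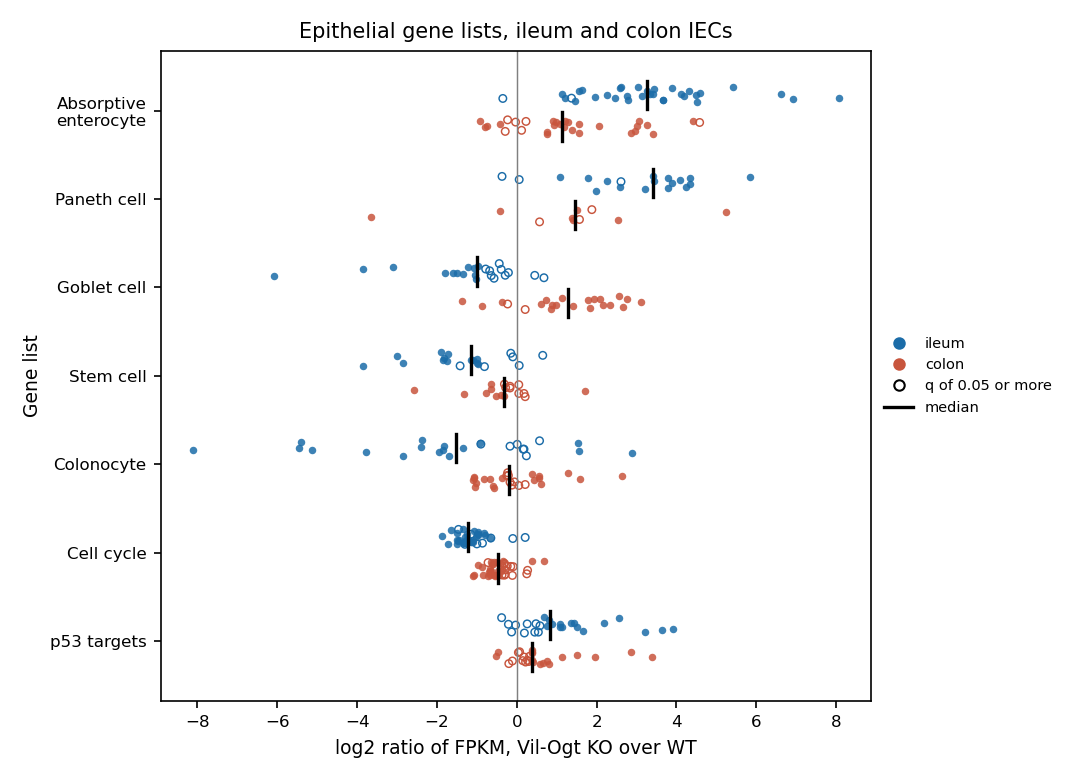
Log2 ratio of FPKM, Vil-Ogt KO over WT, for each measured member of 7 epithelial gene lists in the ileum (blue) and the colon (red); filled points have a q-value under 0.05 and black bars mark the median of the drawn members. Mptx1, listed at 0 in the Vil-Ogt KO ileum, is not drawn. Goblet cell genes lie mostly left of 0 in the ileum and mostly right of 0 in the colon, and enterocyte genes lie mostly right of 0 in both.

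In the ileum, 31 of 33 measured absorptive enterocyte genes rose (32 adjusted over the list alone) and none fell, with a median log2 ratio of 3.27 (cameraPR adjusted p = 4.76e-16). Of 20 Paneth cell genes, 16 rose and 1, Mptx1, fell (17 and 1 adjusted over the list alone; median log2 ratio 3.31, adjusted p = 1.5e-07); by the authors' deposited table Lyz1 rose by 4.08, Defa5 by 4.33 and the locus of Defa4 and Gm10104 by 5.83 on the log2 scale, while Ang4 was not called (0.06, q = 0.901). Mptx1 stood at a log2 FPKM of 9.34 in the WT colon against 1.88 in the WT ileum, so its fall need not concern Paneth cells. Of 19 stem cell genes 13 fell and none rose (15 adjusted over the list alone, median -1.15, cameraPR adjusted p = 3.58e-05). Lgr5 fell by 3.86 and Olfm4 by 2.86 in the authors' deposited table. Cell cycle genes fell in 31 of 39 (35 adjusted over the list alone; median -1.22, adjusted p = 5.51e-12), and 14 of 24 colonocyte genes fell while 3 rose (15 and 4 adjusted over the list alone; median -1.52, adjusted p = 0.00368), with Car1 going from a log2 FPKM of 12.53 to 7.41 in the authors' deposited table. p53 target and apoptosis genes rose in 16 of 26 in the ileum (16 adjusted over the list alone; median 0.83, adjusted p = 8.58e-07) and in 14 of 26 in the colon, where 2 fell (17 and 2 adjusted over the list alone; median 0.38, adjusted p = 0.000171). Phlda3 rose by 3.21 in the ileum and 3.39 in the colon, and Eda2r by 3.91 and 2.87, on the log2 scale of the authors' deposited table. In the colon, 20 of 30 enterocyte genes rose and 4 fell (20 and 4 adjusted over the list alone; median 1.14, adjusted p = 7.26e-05, but adjusted p = 0.0502 among genes above the median level), and 24 of 40 cell cycle genes fell while 2 rose (26 and 2 adjusted over the list alone; median -0.48, adjusted p = 4.69e-05). Goblet cell genes moved apart between the tissues: 12 of 22 fell and none rose in the ileum (13 adjusted over the list alone; median -1.0, adjusted p = 4.13e-05), whereas 17 of 22 rose and 3 fell in the colon (17 and 3 adjusted over the list alone; median 1.27, adjusted p = 2.13e-05). Zg16 fell by 1.21 in the ileum and rose by 2.77 in the colon on the log2 scale of the authors' deposited table, with a difference of -3.98 (adjusted p = 2.24e-05). Large-intestinal epithelium in the WT ileum sample is not excluded. It could contribute to the ileal fall of goblet cell genes and so to their contrast with the colon. Genes called in both tissues mostly moved the same way. Over 11866 genes in both tables, 330 were higher in both (65.7 by independent lists; two-sided Fisher's exact test p = 2.65e-166) and 438 lower in both (97.4; p = 3.46e-208), against 45 higher in the ileum and lower in the colon and 25 the other way. Genes are not independent replicates, so these p-values describe this overlap only. A two-sided z test of the difference of the log2 ratios, with standard errors derived from the authors' p-values, called 1356 of 11839 genes at an adjusted p under 0.05, 743 with the higher ratio in the ileum and 613 in the colon. The overlap and this test treat the tissues as independent, although they may come from the same mice. Genes at the smallest p have a capped z, so their standard error grows with the log2 ratio and is not a measured spread. A large difference can then go uncalled by the z test, as for Slc37a2 (-9.22 in the ileum, -3.48 in the colon, adjusted p = 0.11).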

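An IEC isolate also holds T cells lodged between epithelial cells, and epithelial cells carry receptors for cytokines and nuclear receptors that sense bile acids and sterols. In the ileum of Vil-Ogt KO mice the genes of T cells and cytotoxic lymphocytes were higher than in WT, and in the colon they were lower. Bile acid genes were higher in both tissues, while lipoprotein genes had no common direction. Guidance receptors, which epithelial cells use to position themselves along the crypt, changed in both directions. The list test looks for a shift in a common direction, whereas the paper's pathways were enriched among its differentially expressed genes (Fig 7D). A list that is not called here therefore does not speak against that enrichment. Of 31 genes of T-cell receptor signaling, 20 rose and 1 fell in the ileum (24 and 2 adjusted over the list alone; median log2 ratio 2.10, cameraPR adjusted p = 3.69e-08). By the authors' deposited table Zap70 rose by 2.93, Cd8a by 2.74 and Cd3e by 2.26 on the log2 scale. In the colon, 2 of 25 rose and 12 fell (3 and 13 adjusted over the list alone; median -0.69, adjusted p = 0.0351), a call lost at a preset correlation of 0.05 (adjusted p = 0.163) and, in an alternative chosen after seeing the data, at a mean of at least 1 FPKM (adjusted p = 0.455). The genes of intraepithelial lymphocytes and cytotoxic cells rose in 19 of 22 in the ileum (20 adjusted over the list alone; median 2.67, adjusted p = 2.82e-10) and fell in 12 of 16 in the colon (12 adjusted over the list alone; median -0.76, adjusted p = 0.000495). Gzmb went from a log2 FPKM of 3.22 to 6.05 in the ileum and from 2.71 to 1.22 in the colon, and Ccl5 from 5.42 to 7.10 and from 4.90 to 3.22, in the authors' deposited table. The difference between the tissues was called for both lists (median difference 2.66, adjusted p = 1.14e-14; median difference 3.42, adjusted p = 2.43e-21). Markers of other cells outside the epithelium moved in the ileum as well: of 18 myeloid genes 8 rose and 2 fell (12 and 3 adjusted over the list alone; median 1.69, adjusted p = 0.00213, but adjusted p = 0.906 among genes above the median level), of 3 erythrocyte genes 2 rose (3 adjusted over the list alone; median 5.16, adjusted p = 0.0338, but adjusted p = 0.0518 at a preset correlation of 0.05), and of 14 stromal, endothelial and muscle genes 1 rose and 7 fell (1 and 7 adjusted over the list alone; median -0.93, adjusted p = 0.0382, but adjusted p = 0.12 at a preset correlation of 0.05). In the colon all 3 erythrocyte genes rose (3 adjusted over the list alone; median 3.36, adjusted p = 0.0133), while the myeloid list (4 of 13 higher and 5 lower, 4 and 5 adjusted over the list alone, adjusted p = 0.736) and the stromal, endothelial and muscle list (3 of 9 higher and 2 lower, 3 and 2 adjusted over the list alone, adjusted p = 0.428) were not called. Genes of the Th1 and Th2 pathways rose in 12 of 19 in the ileum, with none lower (15 adjusted over the list alone; median 1.90, adjusted p = 5.58e-06, but adjusted p = 0.0729 among genes above the median level), among them Il2rb by 3.09 and Stat4 by 2.80 on the log2 scale of the authors' deposited table. In the colon 3 of 10 rose and 2 fell (3 and 2 adjusted over the list alone; adjusted p = 0.627), and the difference between the tissues was not called (adjusted p = 0.0576). IL-10 signaling genes rose in 12 of 23 and fell in 5 in the ileum (12 and 5 adjusted over the list alone; median 1.00, adjusted p = 0.0353, but adjusted p = 0.136 at a preset correlation of 0.05 and 0.148 among genes above the median level); in the colon 8 of 23 rose and 8 fell (8 and 8 adjusted over the list alone; adjusted p = 0.736), and the difference between the tissues was not called (adjusted p = 0.308). In the authors' deposited table Tnf had log2 ratios of 3.23 in the ileum and 1.76 in the colon, Hmox1 2.59 and 2.23, Arg2 2.73 and 1.19, and the receptor gene Il1r1 -4.14 and -1.18. Il1b rose by 2.82 in the ileum and was not called in the colon (5.25, q = 0.268) in the authors' deposited table. LXR target and lipoprotein genes, which atherosclerosis pathways share, had no common direction: 10 of 29 rose and 6 fell in the ileum (10 and 7 adjusted over the list alone; adjusted p = 0.231) and 11 rose and 9 fell in the colon (11 and 10 adjusted over the list alone; adjusted p = 0.618). Within that list, Apoa1 (4.20) and Apoc3 (4.52) rose in the ileum by the log2 ratio of the authors' deposited table, and the sterol exporter gene Abca1 rose in the ileum (3.70) and fell in the colon (-1.82; difference 5.52, adjusted p = 1.54e-05). Ileal bile acid and FXR genes rose in 8 of 11 in the ileum, with 1 lower (8 and 1 adjusted over the list alone; median 1.88, adjusted p = 0.000202), and in 8 of 11 in the colon (9 adjusted over the list alone; median 0.97, adjusted p = 8.96e-05). Slc10a2, which takes up bile acids, had log2 ratios of 1.73 in the ileum and 1.36 in the colon in the authors' deposited table, and Fgf15 went from a log2 FPKM of 0.85 to 4.92 in the ileum and from a listed 0 to -0.39 in the colon. Xenobiotic genes controlled by RXR partners split, with 17 of 41 higher and 10 lower in the ileum (18 and 11 adjusted over the list alone; adjusted p = 0.0708, but called higher among genes above the median level, adjusted p = 0.0436, and, in an alternative chosen after seeing the data, at a mean of at least 1 FPKM, adjusted p = 0.0279) and 15 of 39 higher and 14 lower in the colon (15 and 15 adjusted over the list alone; adjusted p = 0.618); Cyp3a25 rose by 5.46 in the ileum, and Sult1a1 fell by 5.23 in the ileum and by 2.85 in the colon, on the log2 scale of the authors' deposited table. Axon guidance genes fell in 14 of 29 and rose in 6 in the ileum (15 and 7 adjusted over the list alone; adjusted p = 0.1) and fell in 13 of 31 and rose in 6 in the colon (14 and 7 adjusted over the list alone; adjusted p = 0.389). The authors' deposited table gives Sema5a log2 ratios of -3.70 and -2.42 in ileum and colon, Epha4 -2.49 and -1.21, and Epha2 1.96 and 1.88.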

Many inflammatory pathways were enriched, such as atherosclerosis signaling, IL‐10 signaling, Th1 and Th2 pathways, and T‐cell receptor signaling (Fig 7D). To find potential upstream regulators, a bioinformatics program, distant regulatory elements of coregulated genes (DiRE; Gotea & Ovcharenko, 2008), was used to predict common regulatory elements for these differentially expressed genes. STAT proteins including STAT1 were predicted as top candidate transcription factors (Fig 7E). It has been shown that many STAT proteins can be modified and regulated by O‐GlcNAcylation (Gewinner *et al*, 2004; Freund *et al*, 2017), and loss of STAT proteins potentiates the intestinal injury and mucosal inflammation (Gilbert *et al*, 2012; Willson *et al*, 2013; Chiriac *et al*, 2017). 

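STAT proteins carry signals of interferons and interleukins to the nucleus, where they turn on a broad set of antiviral and antigen-presentation genes. These genes fell throughout the colon of Vil-Ogt KO mice. In the ileum most of them were not called, and several rose. Stat2 fell in the colon (-0.73) and was not called in the ileum (0.57, q = 0.131) in the authors' deposited table, and its difference of 1.30 was called (adjusted p = 0.00368). Stat5b fell by 0.89 in the ileum and by 0.99 in the colon, and Stat3 rose by 0.74 and by 0.39, on the log2 scale of the authors' deposited table. Stat5a fell in the colon (-0.64) but was not called in the ileum (-0.85, q = 0.0731), and Stat6 was called in neither tissue (q = 0.0625 and 0.853) in the authors' deposited table. Jak2 rose in both, by 1.24 and 0.31 in the authors' deposited table. As a list, the STAT and JAK family had no common direction (3 of 11 higher and 1 lower in the ileum, 4 and 2 adjusted over the list alone, adjusted p = 0.247; 2 of 10 higher and 5 lower in the colon, 2 and 5 adjusted over the list alone, adjusted p = 0.247). Type I interferon-stimulated genes fell in 34 of 36 in the colon and none rose (35 adjusted over the list alone; median log2 ratio -1.23, cameraPR adjusted p = 3.62e-11). By the authors' deposited table Ifi44 fell by 3.46, Oas2 by 3.37, Bst2 by 3.30 and Trim30a by 2.76 on the log2 scale. In the ileum, 9 of 35 rose and 2 fell (9 and 2 adjusted over the list alone; median 0.43, adjusted p = 0.0213, but adjusted p = 0.134 at a preset correlation of 0.05 and 0.26 among genes above the median level); Oasl1 (3.64), Zbp1 (2.05) and Cmpk2 (1.73) rose and Bst2 (-2.81) fell by the log2 ratio of the authors' deposited table. The difference between the tissues was called for 22 of 33 members, all with the higher ratio in the ileum, and for the list (median difference 1.78, adjusted p = 2.08e-22). MHC class II genes fell in 8 of 8 in the colon (8 adjusted over the list alone; median -1.97, adjusted p = 0.000495) and in none of 11 in the ileum (adjusted p = 0.516). In the authors' deposited table for the colon, H2-Aa went from a log2 FPKM of 5.15 to 2.20, the locus of Cd74 and Mir5107 from 7.22 to 4.18, and their activator Ciita from -0.40 to -2.82. Targets of STAT3 and STAT5 were not called as a list (6 of 22 higher and 5 lower in the ileum, 6 and 5 adjusted over the list alone, adjusted p = 0.79; 9 of 23 higher and 7 lower in the colon, 9 and 7 adjusted over the list alone, adjusted p = 0.33), but in the colon the list was called higher among genes above the median level (adjusted p = 0.00208). Reg3b (2.53) and Reg3g (2.95) rose in the colon, Socs3 rose in both tissues (1.71 and 0.86), and Fut2 fell in the ileum (-2.78) by the log2 ratio of the authors' deposited table. The paper used DiRE on its differentially expressed genes and states that STAT proteins were predicted as top candidate factors (Fig 7E).

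**Figure D2:**
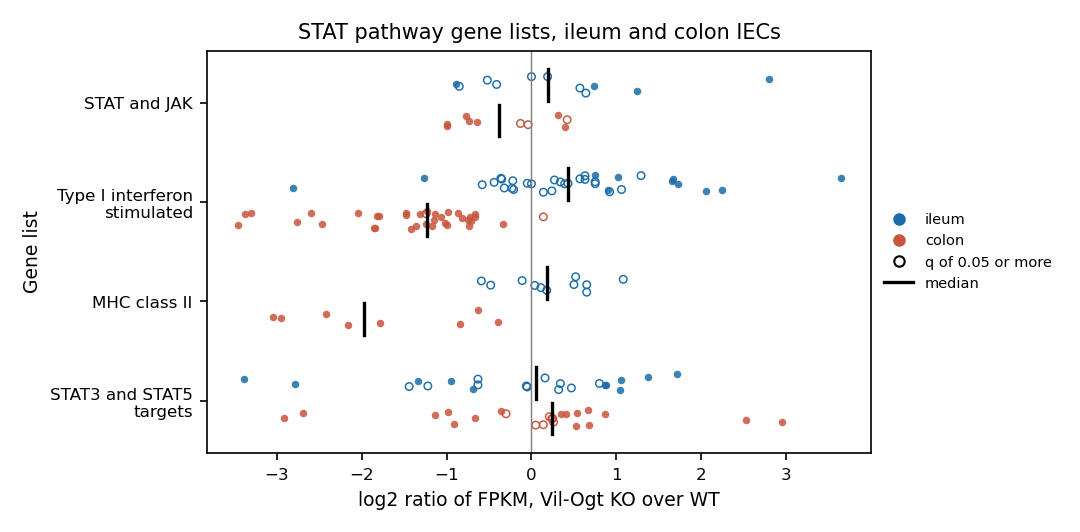
Log2 ratio of FPKM, Vil-Ogt KO over WT, for each measured member of 4 gene lists of the STAT pathways in the ileum (blue) and the colon (red); filled points have a q-value under 0.05 and black bars mark the median. In the colon 34 of 36 type I interferon-stimulated genes are filled and left of 0, while in the ileum most members are open points around 0.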

We found that in KO IECs, levels of total and O‐GlcNAcylated STAT1 were reduced (Fig 7F), indicating that O‐GlcNAcylation may control the stability of STAT1 proteins (Ruan *et al*, 2013a).

**Figure 7:**
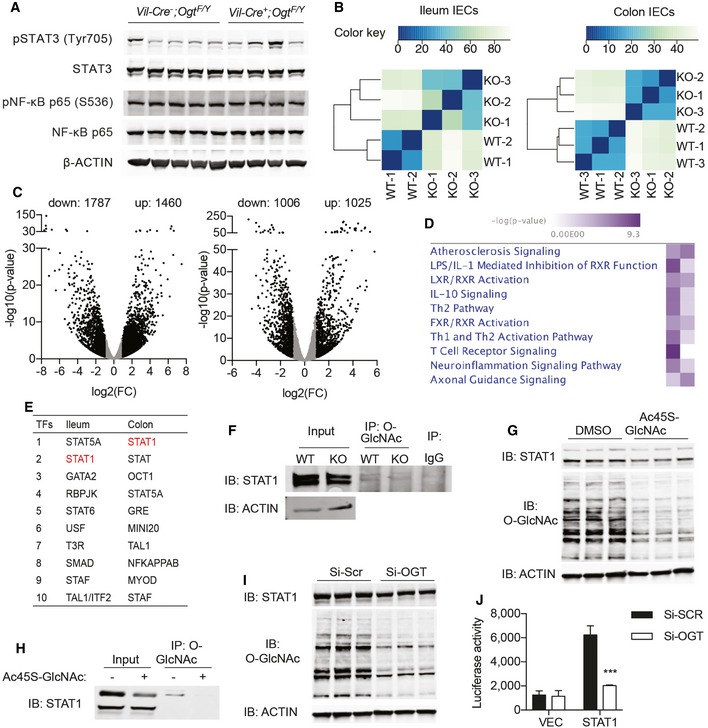
O‐GlcNAc regulation of STAT1 in IECs AExpression of phosphorylated and total STAT3 and NF‐κB p65 in the colon of wild‐type and *Vil‐Ogt* KO mice.BIleum and colon IECs from 10‐week‐old wild‐type and *Vil‐Ogt* KO mice were isolated for RNA‐sequencing analyses. The heatmaps of the sample‐to‐sample distances are shown.CVolcano plots of gene expression changes. The *x*‐axis specifies the fold changes (FC), and the *y*‐axis specifies the negative logarithm to the base 10 of the *P*‐values adjusted for multiple testing with the Benjamini–Hochberg procedure. FC > 2 and *P* < 0.05 genes are shown in solid dots.DMost significantly enriched canonical signaling pathways in differentially expressed genes, determined by the Comparison Analysis module in the IPA program.ETop candidate transcription factors controlling the observed differentially expressed genes, predicted by DiRE.FLevels of STAT1 protein in IECs determined by immunoblotting and O‐GlcNAc modification of STAT1 determined by immunoprecipitation using the O‐GlcNAc antibody followed by Immunoblotting.G, HCaco‐2 cells were treated with 100 uM Ac_4_5S‐GlcNAc for 24 h, and levels of STAT1 and global O‐GlcNAcylation (G) and STAT1 O‐GlcNAcylation (H) were determined.IsiRNAs against scrambled sequence or human OGT were transfected in 293T cells, and STAT1 levels were determined 48 h later.JThe pGAS‐luc Cis‐Reporter plasmid was cotransfected with siRNAs in 293T cells for luciferase assay to determine the transcriptional activity of STAT1 (*n* = 4, *P* = 0.0003).Data information: Data are represented as mean ± SEM. ***P < 0.001 by two‐way ANOVA followed by Tukey's multiple comparisons test.Source data are available online for this figure.

To test the regulation of STAT1 protein levels by O‐GlcNAcylation, we first treated Caco‐2 cells with an inhibitor of OGT, Ac_4_5S‐GlcNAc (Gloster *et al*, 2011). Global O‐GlcNAcylation was dramatically downregulated by Ac_4_5S‐GlcNAc, as well as the levels of STAT1 total protein (Fig 7G) and STAT1 O‐GlcNAcylation (Fig 7H). In 293T cells, knocking down OGT also reduced the levels of STAT1 protein (Fig 7I). More importantly, OGT knockdown significantly blunted the transcription activity of STAT1 (Fig 7J). These data suggest that defective STAT1 signaling caused by the loss of O‐GlcNAcylation may contribute to intestinal defects observed in *Vil‐Ogt* KO mice.

### Inhibition of OGA diminished DSS‐induced intestinal inflammation

We have shown that O‐GlcNAc signaling is defective in IBD patients and *Ogt* knockout in IECs leads to intestinal damage and inflammation in mice. To determine whether pharmacologically elevated protein O‐GlcNAcylation strengthens barrier function and protects mice from chemical‐induced acute colitis, we orally administered water or Thiamet‐G (TMG, an OGA inhibitor) to C57BL/6 mice (*n* = 5) for 2 weeks. The mice were then treated with 2.5% DSS in drinking water for 5 days followed by 4 days of water only. TMG‐treated mice lost less body weight (Fig 8A) and had lower colitis score (Fig 8B) measured as described in Alenghat *et al* (2013). *In vivo* barrier functional assay showed that TMG treatment reduced intestinal permeability before and after DSS induction (Fig 8C and D). TMG‐treated mice also had longer colon length (Fig 8E), accelerated mucosal recovery (Fig 8F), and lower levels of inflammatory genes such as *Tnfa* and *Il1b* (Fig 8G). These data demonstrate that augmenting global protein O‐GlcNAcylation by TMG pretreatment ameliorates chemical‐induced acute colitis.

**Figure 8:**
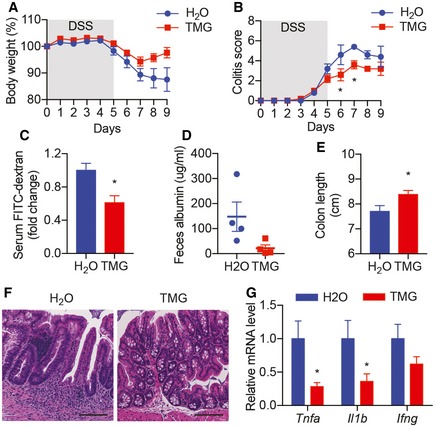
Elevation of protein O‐GlcNAcylation diminishes DSS‐induced intestinal inflammation A, BWild‐type mice were treated with H2O or TMG for 2 weeks before the induction of colitis by DSS. Daily changes in body weight (A) and colitis score (B; *n* = 5). (B: Day 6 *P* = 0.0171, Day 7 *P* = 0.0445)CIntestinal barrier functional assays measuring serum FITC‐dextran before DSS treatment (*n* = 5, *P* = 0.0117).D–GAlbumin levels in feces (D), colon length (E), H&E staining of colon tissues (F), and RT–qPCR of inflammatory genes in the colon (G) on Day 4 of recovery (*n* = 5). Scale bars = 100 μm. (E: *P* = 0.0474; G: *Tnfa P* = 0.0190, *Il1b P* = 0.0301).Data information: Data are represented as mean ± SEM. *P < 0.05 by two‐way ANOVA followed by Bonferroni corrections (B) and two‐tailed *t*‐test (C, E, and G).

## Discussion

Genomewide association studies (GWASs) have identified more than 160 IBD‐associated gene loci (Khor *et al*, 2011; Cleynen & Vermeire, 2015); however, the heterogeneity of IBD and the low disease penetrance in individuals carrying disease‐susceptibility alleles suggest that complex environment–host interactions cause IBD (Kayama & Takeda, 2012; Kamada *et al*, 2013; Knights *et al*, 2013; Sonnenberg & Artis, 2015). A multi‐hit model of IBD has thus been proposed (Maloy & Powrie, 2011). The induction and perpetuation of intestinal inflammation require the convergence of several abnormalities that affect overlapping layers of regulatory modules, including genetic susceptibility, barrier defects, microbial dysbiosis, and sustained innate immunity. Humans or animals with defects in one layer of these modules are only predisposed to but not sufficient to develop IBD.

Here, we report that protein post‐translational O‐GlcNAc modification in the intestinal epithelium is compromised in human IBD. IEC‐specific knockout of OGT leads to intestinal damage and inflammation in mice. The early‐onset spontaneous intestinal damages observed in *Vil‐Ogt* KO mice suggests that protein O‐GlcNAcylation is a regulator of multiple homeostatic modules in the epithelium. We demonstrated that O‐GlcNAc deficiency results in disruptive epithelial barrier, Paneth cell dysfunction, and microbial dysbiosis. Inducing Paneth cell disorder by knocking out the *Ogt* gene specifically only in *Defa6*‐expressing cells or transplanting fecal microbiota from *Vil‐Ogt* KO mice into antibiotic‐treated wild‐type mice did not cause intestinal inflammation, again supporting the multi‐hit model of IBD (Maloy & Powrie, 2011). Nevertheless, microbial dysbiosis and Paneth cell dysfunction together may potentiate chemical‐induced inflammation.

Many genetically engineered mouse models have been established to understand the molecular mechanisms and to develop therapeutic strategies for IBD (Mizoguchi, 2012; Kiesler *et al*, 2015). However, only a handful of IEC‐specific genetic models were shown to develop spontaneous intestinal inflammation; these include *NEMO* ^*IEC‐KO*^, *IKK1/2* ^*IEC‐KO*^, *TAK1* ^*IEC‐KO*^, *XBP1* ^*IEC‐KO*^, and *ATG16L1* ^*IEC‐KO*^ mice (Nenci *et al*, 2007; Kajino‐Sakamoto *et al*, 2008; Kaser *et al*, 2008; Tschurtschenthaler *et al*, 2017). NEMO, IKK1 and 2, and TAK1 are all required for the activation of nuclear factor kappa B (NF‐κB), suggesting that IEC‐specific NF‐κB signaling is protective in intestinal inflammation. Abnormal autophagy and unresolved endoplasmic reticulum (ER) stress are common features of IBD (Cadwell *et al*, 2008; Kaser *et al*, 2008). Dysfunctions in either unfolded protein response factor, X‐box binding protein 1 (XBP1), or autophagy (ATG16L1 or ATG7) in IECs result in the reciprocal compensatory, and severe spontaneous ileitis develops if both mechanisms are defective (Adolph *et al*, 2013).

O‐GlcNAcylation has been associated with both pro‐ and anti‐inflammatory effects in various conditions (Baudoin & Issad, 2014; Zheng *et al*, 2017; Thi Do *et al*, 2018). The NF‐κB complex is modified by O‐GlcNAc; however, O‐GlcNAcylation has both positive (James *et al*, 2002; Yang *et al*, 2008; Allison *et al*, 2012; Ramakrishnan *et al*, 2013; Zhang *et al*, 2015) and negative (Zou *et al*, 2009; Xing *et al*, 2011) effects on NF‐κB activity and inflammation based on reported results. Here, we did not observe any changes in NF‐κB activity in *Vil‐Ogt* KO mice, suggesting intestinal epithelial O‐GlcNAcylation is not a major driver of the NF‐κB pathway. In contrast to our findings, a recent work showed that OGA^+/−^ knockout mice are susceptible to DSS‐induced colitis, suggesting that hyper‐O‐GlcNAcylation may promote intestinal inflammation by activating NF‐κB signaling (Yang *et al*, 2015). However, in the whole‐body heterozygous knockout mouse model used by Yang *et al*, it is unclear what cell types are important in mediating the function of OGA in DSS‐induced colitis. Given the protective role of NF‐κB in IEC (Nenci *et al*, 2007; Kajino‐Sakamoto *et al*, 2008), it is unlikely that the elevation of protein O‐GlcNAcylation in IECs contributes to the phenotype. In addition, Li *et al* (2017) showed that inhibition of OGT in macrophage by myeloid‐derived cullin 3 protects against intestinal inflammation. They found that the E3 ubiquitin ligase cullin 3 downregulated the expression of *OGT* gene, thereby inhibiting STAT3 O‐GlcNAcylation. Since both NF‐κB and STAT3 are critical components in immune activation, we propose that protein hyper‐O‐GlcNAcylation in the immune system may promote immune activation and intestinal inflammation.

On the other hand, both NF‐κB and STAT signaling pathways are indispensable for intestinal epithelial homeostasis, as IEC‐specific deficiencies in either the NF‐κB complex or STAT family proteins cause or predispose to intestinal inflammation (Nenci *et al*, 2007; Kajino‐Sakamoto *et al*, 2008; Gilbert *et al*, 2012; Willson *et al*, 2013; Chiriac *et al*, 2017). By RNA sequencing of IECs, we predicted STAT proteins, particularly STAT1, as a downstream target of protein O‐GlcNAcylation and mediator of intestinal damage in *Vil‐Ogt* KO mice. Several STAT proteins including STAT1, STAT3, STAT5A, STAT5B, and STAT6 can be O‐GlcNAc‐modified (Gewinner *et al*, 2004; Freund *et al*, 2017). We confirmed that STAT1 in IECs was O‐GlcNAcylated, and loss of OGT reduced STAT1 expression and transcription activity. In the intestinal epithelium, deficiencies in STAT1, STAT3, or STAT5A did not lead to spontaneous inflammation, even though these mice were prone to chemical‐induced colitis (Gilbert *et al*, 2012; Willson *et al*, 2013; Chiriac *et al*, 2017). Redundancy and compensation between different STAT proteins may attenuate the detrimental effects caused by the loss of individual STAT proteins. However, in *Vil‐Ogt* KO mice, impairment in O‐GlcNAc signaling is likely to dysregulate multiple STAT proteins to elicit profound inflammation in the epithelium. Further studies on the O‐GlcNAcylation of specific STAT proteins are warranted to delineate the precise control and function of protein O‐GlcNAcylation in intestinal homeostasis and inflammation.

In human IBD, levels of OGT protein expression and global O‐GlcNAcylation in epithelial cells are greatly decreased. Linear regression analysis indicated an inverse correlation between disease severity and OGT/O‐GlcNAc levels. Statistical significance was reached even with limited numbers of samples, emphasizing the clinical importance of epithelial O‐GlcNAcylation in intestinal pathology. However, we could not observe such correlations within disease‐only groups (data not shown), probably due to the small sample size and the lack of a broad spectrum of disease severity. A larger cohort, with controlled age, gender, diet, disease status, and treatment, is needed in the future to elucidate the relationship between the reduction in OGT and the progress of disease. Nevertheless, no mutations in or polymorphisms associated with the *OGT* gene have be reported, probably because the *OGT* gene is resided in the chromosome X, which is commonly excluded from GWAS analyses. Further investigations are required to determine the cause of deficiencies in protein O‐GlcNAcylation in IBD.

Currently, there is no cure for IBD. Patients rely on diet and lifestyle changes, drug therapy, or surgery to relieve symptoms and induce remission. A remarkable observation of this study is that pretreatment with an OGA inhibitor to elevate the intestinal epithelial O‐GlcNAc modification protects mice from chemical‐induced colitis. It is warranted to test whether genetic and chemical approaches to increase O‐GlcNAc levels also have therapeutic effects on chronic intestinal inflammation. Our study will shed light on the future design of novel preventions and therapeutics for IBD.

## Materials and Methods

### Human samples

De‐identified intestine slides from UC and CD patients were purchased from the Biological Materials Procurement Network (BioNet) at the University of Minnesota. Normal colon tissues adjacent to tumor from age‐matched subjects were used as controls. The Institutional Review Board of the University of Minnesota has reviewed our study and determined that it did not meet the regulatory definition of human subject research. Informed consent was obtained from all Chinese subjects enrolled in the study for biopsy sampling per protocol approved by the Institutional Review Board at the Fourth Military Medical University. The intensity of OGT and O‐GlcNAc staining was semi‐quantified by visually scoring. 10–20 crypts per sample were randomly selected and ranked 1–4 based on the staining intensity (1 being weakest and 4 being strongest). Average scores were used for comparison between control, UC, and CD patients. For the correlation between the disease severity and the level of O‐GlcNAcylation, slides from another cohort of 10 controls, 10 UCs, and 9 CDs were obtained from BioNet (Appendix Table S2). Tissue inflammation and damage were evaluated by the Geboes scoring system for UC and the global histological activity (GHA) scoring system for CD (Dataset EV1; Levesque *et al*, 2015). Lineage regression analysis was performed to determine the correlation.

### Animal

*Ogt‐floxed* mice on the C57BL/6 background (Shafi *et al*, 2000) were kindly provided by Dr. Xiaoyong Yang (Yale University). *Villin‐Cre* mice (stock no. 004586) were purchased from the Jackson Laboratory. *Defa6‐iCre* mice on the C57BL/6 background were generated and reported earlier (Adolph *et al*, 2013). Homozygous floxed *Ogt* ^*F/F*^ mice were bred to *Villin‐Cre* or *Defa6‐iCre* mice to generate *Vil‐Ogt* KO and *Defa6‐Ogt* KO mice, respectively. 10‐ to 15‐week‐old male mice were used for experiments unless otherwise mentioned. All animals were kept on a 14‐h: 10‐h light: dark cycle in the animal facility at the University of Minnesota or on a 12‐h: 12‐h light: dark cycle at Yale University. Mice were group‐housed unless otherwise mentioned, with free access to water and standard chow diet. All procedures involving animals were conducted within IACUC guidelines under approved protocols.

### *In vivo* intestinal barrier function assays

Mice with free access to water were fasted for 2‐h and orally gavaged with fluorescein isothiocyanate (FITC)‐dextran (average molecular weight: 3,000–5,000, 0.6 mg/g; Sigma) diluted in PBS. Fluorescence intensity of plasma samples was measured (excitation 492 nm/emission 520 nm) 4 h after the gavage. For fecal albumin assays, fecal pellets were weighed and homogenized in diluent (PBS, 1% BSA, 0.05% Tween 20). Albumin levels in fecal homogenates were measured by ELISA (Bethyl Laboratories) according to the manufacturer's protocol.

### Fecal microbiota colonization

Donor mice were euthanized, and ceca were aseptically removed immediately. The content was diluted 1:10 in a 50% glycerol/PBS solution and frozen at −80°C. On the day of inoculation, the cecal content was further diluted 1:5 in autoclaved PBS prior to oral gavage of 0.15 ml per mouse. Prior to inoculation, recipient animals were treated with a cocktail of broad‐spectrum antibiotics to deplete gut microbiota (Hill *et al*, 2010; Reikvam *et al*, 2011). Specifically, animals having free access to autoclaved food and water were subjected to oral gavage daily for 14 days with 100 μl of autoclaved water supplemented with ampicillin (2 mg/ml), gentamicin (2 mg/ml), metronidazole (2 mg/ml), neomycin (2 mg/ml), and vancomycin (1 mg/ml).

### Murine colitis model

36–50 kDa colitis‐grade dextran sodium sulfate (DSS; MP Biomedicals) was added to drinking water at 2.0 or 2.5% weight/volume for 5–6 days and then removed for the recovery. Thiamet‐G (TMG; CarboSynth) at a dose that sufficiently increases O‐GlcNAc level (0.2 g/kg BW; Yuzwa *et al*, 2008) was gavaged daily from 2 weeks before the DSS treatment until the end of experiment. Disease was scored as described in Alenghat *et al* (2013): (i) weight loss (no loss = 0; < 5% = 1; 5–10% = 2; 10–20% = 3; > 20% = 4); (ii) stool (normal = 0; soft, watery =1; very soft, semi‐formed = 2; liquid, sticky, or unable to defecate = 3); (iii) blood (no blood = 0; visible blood in rectum = 1; visible blood on fur = 2); and (iv) general appearance (normal = 0; piloerection = 1; lethargy and piloerection = 2; motionless = 4). Histological injury and inflammation were scored as described in Gilbert *et al* (2012). Scoring parameters included edema (scale: 1–4), erosion/ulceration of the epithelial monolayer (scale: 1–4), crypt loss/damage (scale: 1–4), and infiltration of immune cells into the mucosa (scale: 1–4).

### Colonoscopy

Mice were anaesthetized using intraperitoneal injection of ketamine, xylazine, and acepromazine. The “Coloview system” (Karl Storz) was used for colonoscopy as described in Becker *et al* (2005). The endoscopic procedure was viewed on a color monitor, and pictures were digitally recorded.

### Ileal organoid and Caco‐2 cell culture

Isolated ileal crypts were counted and cultured in Matrigel following a published protocol (Mahe *et al*, 2013). Advanced DMEM/F12 was supplemented by EGF (50 ng/ml), Noggin (100 ng/ml), and R‐spondin conditional media. Caco‐2 cells were cultured as described previously (Natoli *et al*, 2012). Differentiated Caco‐2 cells were treated with 100 μM Ac_4_5S‐GlcNAc for 24 h and subjected to protein extraction.

### Antibodies

Anti‐O‐GlcNAc (RL2, ab2739) was from Abcam. Anti‐ZO‐1 (617300) was from Life technologies. Anti‐ZO‐2 (18900‐1‐AP), anti‐CLAUDIN 3 (16456), and anti‐OCCLUDIN (13409) were from proteintech. Anti‐Ki67 (550609) was from BD Biosciences. Anti‐Myeloperoxidase (MPO, PA5‐16672) was from Thermo Fisher. Anti‐F4/80 (123102) and Anti‐CD4 (100506) were from Biolegend. Anti‐OGT (#24083), anti‐Cleaved CASPASE 3 (#9661), anti‐LC3B (#2775), anti‐α‐E‐CATENIN (#3042), anti‐β‐CATENIN (#8480), anti‐PLAKOGLOBIN (#2309), anti‐STAT1 (#9172), anti‐STAT3 (#4904), anti‐phospho‐STAT3 (Tyr705, #9145), anti‐STAT5 (#9363), anti‐NF‐κB p65 (#8242), and anti‐phospho‐NF‐κB p65 (Ser536, #3033) were from Cell Signaling Technology. Anti‐lysozyme (CSB‐PA02769A0Rb) was from Cusabio. Anti‐DESMOPLAKIN I/II (sc‐33555) was from Santa Cruz Biotechnology. Anti‐β‐ACTIN (A5441) and anti‐CLAUDIN 5 (ABT45) were from Millipore Sigma.

### Histology, immunohistochemistry, immunofluorescence, and pathological analysis

Tissues were fixed in 10% neutral buffered formalin. Paraffin sections of intestine tissues were stained with hematoxylin and eosin (H&E) and alcian blue (Sigma) according to standard procedures. Immunohistochemistry was carried out using Histostain‐Plus 3^rd^ Gen IHC Detection Kit (Life technologies) following manufacturer's instruction. Antigen retrieval was performed in citric buffer using a 2100 Retriever (Aptum Biologics). For immunofluorescence, tissue slides were blocked with 3% BSA, 0.2% TWEEN 20 in PBS, incubated with primary antibodies (1:100 dilution) overnight, and secondary antibodies (Alexa Fluor 488 anti‐Rabbit IgG, Alexa Fluor 594 anti‐Rabbit IgG, and Alexa Fluor 594 anti‐Mouse IgG, 1:400) for 1 h. TUNEL assay was carried out using *In Situ* Cell Death Detection Kit (Roche), following manufacturer's instruction. A Nikon system was used for fluorescence detection. A modified histopathologic scoring system was used to analyze pathological alterations in the intestinal mucosa (Gilbert *et al*, 2015). Briefly, scores of epithelial hyperplasia (scale: 1–4), epithelial hypertrophy (scale: 1–4), crypt elongation (scale: 1–4), villus length (scale: 1–4), cell apoptosis (scale: 1–4), immune cell infiltration (scale: 1–4), and mucosal thickness (scale: 1–4) were combined.

### Immunoprecipitation and Western blot

Tissues were lysed in RIPA or NP‐40 buffer containing proteinase inhibitors, protein phosphatase inhibitors, and an OGA inhibitor. For immunoprecipitation, whole‐cell lysates were mixed with various antibodies as specified in text and precipitated by Protein A/G agarose beads (Santa Cruz). Equal amounts of whole lysates or immunoprecipitation samples were electrophoresed on TGX precast gels (Bio‐Rad) and transferred to nitrocellulose membrane. Primary antibodies (1:500 dilution for antibody from Santa Cruz Biotechnology and 1–1,000 dilution for the rest) were incubated at 4°C for overnight. Western blotting was visualized by using IRDye secondary antibodies and the Odyssey imaging system (LI‐COR Biosciences).

### RNA and real‐time PCR

Total RNA was extracted from mouse tissues and cells using TRIzol reagent (Invitrogen). cDNA was reverse‐transcribed (Bio‐Rad) and amplified with SYBR Green Supermix (Bio‐Rad) using a C1000 Thermal Cycler (Bio‐Rad). All data were normalized to the expression of the Rplp0 gene. Primer sequences are as follows: *Ang4* for 5′‐TCTCCAGGAGCACACAGCTA‐3′; *Ang4* rev 5′‐ACAACAAAGGACATGGGCTC‐3′; *Defa3* for 5′‐GTCCAGGCTGATCCTATCCA‐3′; *Defa3* rev 5′‐AGAGCCTTCTGGGTCTCCA‐3′; *Defa4* for 5′‐GTCCAGGCTGATCCTATCCA‐3′; *Defa4* rev 5′‐TGGCCTCCAAAGGAGATAGA‐3′; *Defa5* for 5′‐TCCAGGCTGATCCTATCCAC‐3′; *Defa5* rev 5′‐TGGCCTCCAAAGGAGATAGA‐3′; *Defa6* for 5′‐GGACCAGGCTGTGTCTGTCT‐3′; *Defa6* rev 5′‐TTGCAGCCTCTTGCTCTACA‐3′; *Ifng* for 5′‐TCAAGTGGCATAGATGTGGAAGAA‐3′; *Ifng* rev 5′‐TGGCTCTGCAGGATTTTCATG‐3′; *Il1b* for 5′‐TGTGAAATGCCACCTTTTGA‐3′; *Il1b* rev 5′‐GGTCAAAGGTTTGGAAGCAG‐3′; *Il6 f*or 5′‐GAGGATACCACTCCCAACAGACC‐3′; *Il6* rev 5′‐AAGTGCATCATCGTTGTTCATACA‐3′; *Lyz1* for 5′‐CTGTGGGATCAATTGCAGTG‐3′; *Lyz1* rev 5′‐GAATGCCTTGGGGATCTCTC‐3′; *Ogt* (human) for 5′‐CTGTCACCCTTGACCCAAAC‐3′; *Ogt* (human) rev 5′‐CTCTGGGAAGACTTCTAATGC‐3′; *Pan Defensin* for 5′‐GGTGATCATCAGACCCCAGCATCAGT‐3′; *Pan Defensin* rev 5′‐AAGAGACTAAAACTGAGGAGCAGC‐3′; *Rplp0* for 5′‐AGATGCAGCAGATCCGCAT‐3′; *Rplp0* rev 5′‐GTTCTTGCCCATCAGCACC‐3′; *Tnfa* for 5′‐CATCTTCTCAAAATTCGAGTGACAA‐3′; *Tnfa* rev 5′‐TGGGAGTAGACAAGGTACAACCC‐3′.

### Electron microscopy

Mice were perfused with PBS followed by 4% PFA. Intestinal tissues were cut into less than 1 × 1×1 mm^3^ cubes for post‐fixation overnight in 2.5% gluteraldehyde and 2% PFA in 0.1 M sodium cacodylate buffer. Embedding, sectioning, and observation were carried out at the Electron Microscopy Core at Yale School of Medicine.

### 16S rRNA gene sequencing

Total DNA in stool and cecal contents was extracted using the PowerFecal DNA Isolation Kit (MoBio). The V4 region of the bacterial 16S rRNA gene was amplified by triplicate PCR (F515/R806) using barcoded fusion primers. Samples were pooled in sets with a maximum of 96 samples in equal quantities. Paired‐end sequencing of the amplicon library was performed on the Illumina MiSeq 300‐bp paired‐end platform at the University of Minnesota Genomics Center (Gohl *et al*, 2016). A multi‐step bioinformatics analysis was performed using the QIIME 1.9.1 software, including filtering raw fastq files for primer and adapter dimer sequences, removing contaminating host sequences and chimeric sequences, clustering sequences into operational taxonomic units (OTUs) using the open‐reference OTU calling method with the greengenes 16S reference, and calculating alpha and beta diversity metrics. Linear discriminant analysis (LDA) effect size (LEfSe) method was used for microbial biomarker discovery (Segata *et al*, 2011).

### RNA sequencing

IECs from ileum and colon were isolated by shaking intestinal tissue in PBS with 10 mM EDTA at 37°C for 30 min. Total RNA was extracted using the RNeasy Plus Mini Kit (Qiagen) following the manufacturer's instruction. RNA concentration and integrity of each sample were measured on an Agilent Bioanalyzer. Equal amounts of RNA from each sample were pooled for cDNA library construction and sequencing on an Illumina HiSeq instrument with 1 × 75 bp reads at the Yale Center for Genome Analysis. Sequencing analysis was performed on the Galaxy server hosted by the Minnesota Supercomputing Institute. FastQ files were trimmed using Trimmomatic. Quality control checks on raw sequence data for each sample were performed with FastQC. Read mapping was performed via TopHat using the UCSC mouse genome (mm 10) as reference. DESeq2 was used for differential gene expression analysis. The Ingenuity Pathway Analysis (IPA) tool from Qiagen was used for pathway analysis and upstream regulator analysis of significant genes that showed more than twofold of differential expression. Finally, these coregulated genes were subjected to the Distant Regulatory Elements (DiRE) server to predict common regulatory elements (Gotea & Ovcharenko, 2008).

### Luciferase assay

HEK 293T cells (ATCC) were seeded at 48‐well plates while scramble and OGT siRNA was transfected using Lipofectamine 2000 (Invitrogen). On the second day, cells were transfected with pGAS‐Luc (IFN‐γ‐activated sequence) plasmid (Agilent) with pcDNA or STAT1α plasmid (Addgene). The reporter activity was measured 36 h after pGAS‐Luc transfection with the Dual‐Luciferase^®^ Reporter Assay System (Promega) following manufacturer's instruction.

### Statistical analyses

Mice receiving FMT or drug treatment were randomly assigned to control or treatment groups. The histological scores were provided by a professional pathologist without any information of the treatment group. Otherwise, no blinding was done, due to the obvious size difference between WT and KO mice for most measurements. Results are shown as mean ± SEM. Shapiro–Wilk normality test was used to assess normal distribution. The comparisons were carried out using two‐tailed unpaired Student's *t*‐test, one‐way ANOVA with the Dunnett *post hoc* test, and two‐way ANOVA followed by post hoc comparisons using Tukey or Bonferroni corrections. The prevalence of rectal prolapse was compared between WT and *Vil‐Ogt* KO mice using the Log‐rank (Mantel–Cox) test in Prism.

### Data availability

RNA‐Seq data: Gene Expression Omnibus GSE100473.

## Author contributions

MZ, with the help from XX, KR, MC, CS, and ZH, designed, performed, and analyzed most experiments. BX, KW, and YN performed experiments using Chinese human biopsies. XH performed pathological analyses. RSB provided the *Defa6‐iCre* mouse strain. H‐BR conceived, designed, and performed experiments. MZ and H‐BR with contributions from XH and RSB wrote the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

**The paper explained**

**Problem**

It is generally accepted that IBD requires the convergence of several abnormalities that affect overlapping layers of regulatory modules including genetic mutations, permeable barriers, bacterial alterations, and immune over‐activation. However, we still do not fully understand genes and pathways that contribute to such multi‐layer defects.

**Results**

Here, we report a post‐translational modification on proteins, termed O‐GlcNAcylation, in the gut epithelium controls multiple regulatory mechanisms including epithelial barrier, autophagy, and gut bacteria to maintain intestinal homeostasis. We found that levels of protein O‐GlcNAcylation were reduced in both UC and CD patients and negatively correlated with disease severity. In mouse models, the deficiency of O‐GlcNAcylation in intestinal epithelial cells broke down the gut barrier, disrupted Paneth cell function, and caused changes in microbial composition to eventually elicit intestinal inflammation. On the other hand, a drug that increases O‐GlcNAcylation alleviated chemical‐induced colitis in mice.

**Impact**

Our data reveal that protein O‐GlcNAcylation controls multiple layers of regulatory mechanisms in intestinal epithelial cells. Drugs specifically enhancing O‐GlcNAcylation in the gut epithelium may prevent and treat IBD.

## Supporting information

Appendix

Expanded View Figures PDF

Dataset EV1

Source Data for Expanded View

Review Process File

Source Data for Figure 4D

Source Data for Figure 6D

Source Data for Figure 7

# Supplementary material for: Deficiency in intestinal epithelial O‐GlcNAcylation predisposes to gut inflammation
**Source:** EMBO Mol Med. 2018 Jun 25;10(8):e8736. doi: 10.15252/emmm.201708736
**Supplement:** Supplementary file 1 — Appendix

Appendix

Deficiency in Intestinal Epithelial O-GlcNAcylation Predisposes to Gut Inflammation

Ming Zhao^{1,2,10}, Xiwen Xiong^{1,10}, Kaiqun Ren^{2,3}, Bing Xu⁴, Meng Cheng², Chinmayi Sahu², Kaichun Wu⁴, Yongzhan Nie⁴, Zan Huang^{2,5,6}, Richard S. Blumberg⁷, Xiaonan Han^{8,9}, Hai-Bin Ruan^{1,2, *}

¹⁰ These authors contributed equally to this study.

Table of Content

Appendix Table S1

Appendix Table S2

# Supplementary material for: Deficiency in intestinal epithelial O‐GlcNAcylation predisposes to gut inflammation
**Source:** EMBO Mol Med. 2018 Jun 25;10(8):e8736. doi: 10.15252/emmm.201708736
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

Expanded View Figures

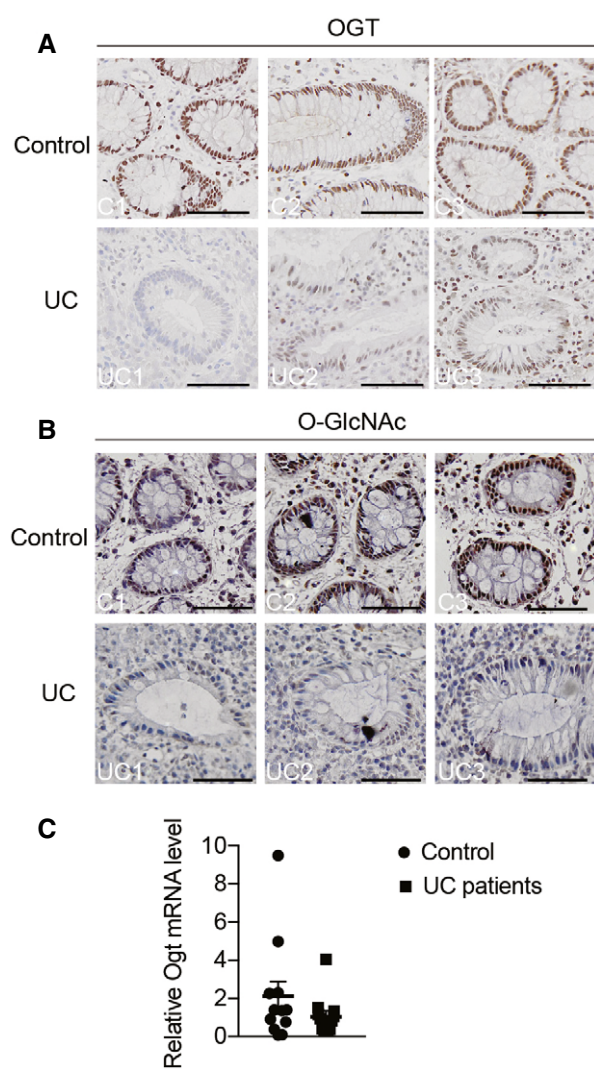

Figure EV1. Defective O-GlcNAc signaling in epithelial cells of Chinese UC patients.

A, B Representative images of OGT (A) and O-GlcNAc (B) immunohistochemistry in colon tissues from Chinese normal controls and UC subjects. Scale bars = 50 μ m.

C mRNA levels of *OGT* in the colon from Chinese healthy and UC subjects ($n = 12$).

Data information: Data are represented as scatter dot plots with lines at mean and SEM.

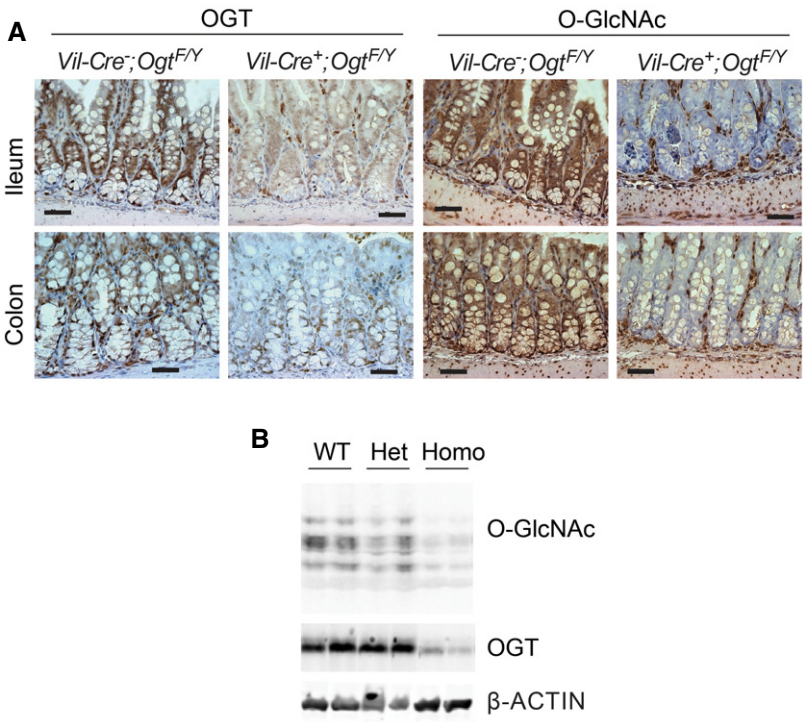

Figure EV2. Knockout specificity and efficiency in *Vil-OGT* KO mice.

A Immunostaining of OGT and O-GlcNAc in the ileum and colon sections from male wild-type and *Vil-Ogt* KO mice. Scale bars = 50 μm.

B Immunoblotting of O-GlcNAc and OGT in the colon of female wild-type and *Vil-Ogt* KO mice.

Source data are available online for this figure.

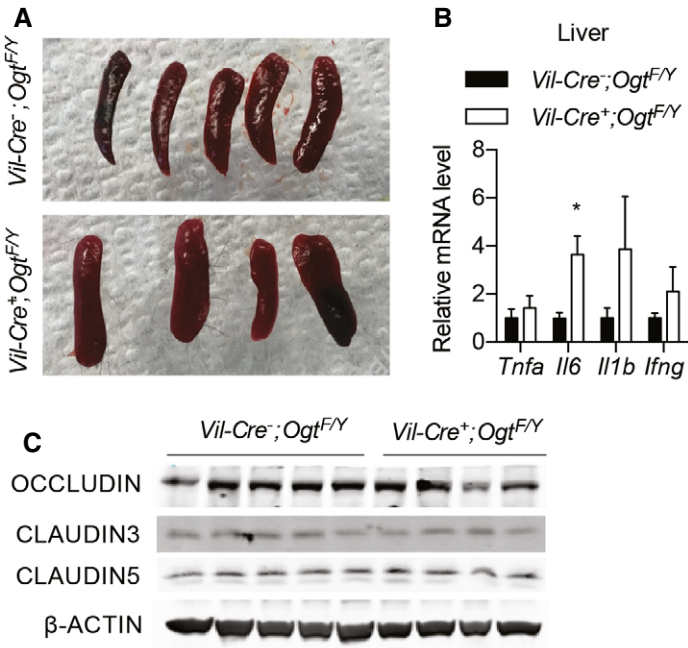

Figure EV3. Systemic inflammation in *Vil-Ogt* KO mice.

A, B Gross morphology of spleen (A) and RT-qPCR of inflammatory markers in liver (B) from male wild-type and *Vil-Ogt* KO mice (WT *n* = 4, KO *n* = 6, *Il6* *P* = 0.0271).

C Immunoblotting of protein markers of tight junction including OCCLUDIN, CLAUDIN 3 and 5 in colon. The blots were from the same experiment as shown in Fig 7A.

Data information: Data are represented as mean ± SEM. *P < 0.05 by two-tailed *t*-test.

Source data are available online for this figure.

Figure EV4. Changes in microbial composition in *Vil-Ogt* KO mice.

- A Phylogenetic diversity of fecal bacteria from mice that were individually housed at UMN (WT $n = 5$, KO $n = 4$) or Yale ($n = 5$).
B Differentially abundant taxonomic clades analyzed by LEfSe.
C, D Abundance histogram plots of taxonomic groups detected by LEfSe that were downregulated (C) or upregulated (D) in *Vil-Ogt* KO mice ($n = 4-5$).
E-H Antibiotic-treated mice were transplanted with gut microbiota from control or *Vil-Ogt* KO mice ($n = 5$). (E) PCoA plot of unweighted UniFrac distance of bacterial communities. (F) H&E staining of colon. Scale bars = 100 μm . (G) Levels of serum FITC-dextran. (H) Albumin from fecal samples.

Data information: Data are represented as mean $\pm$ SEM.

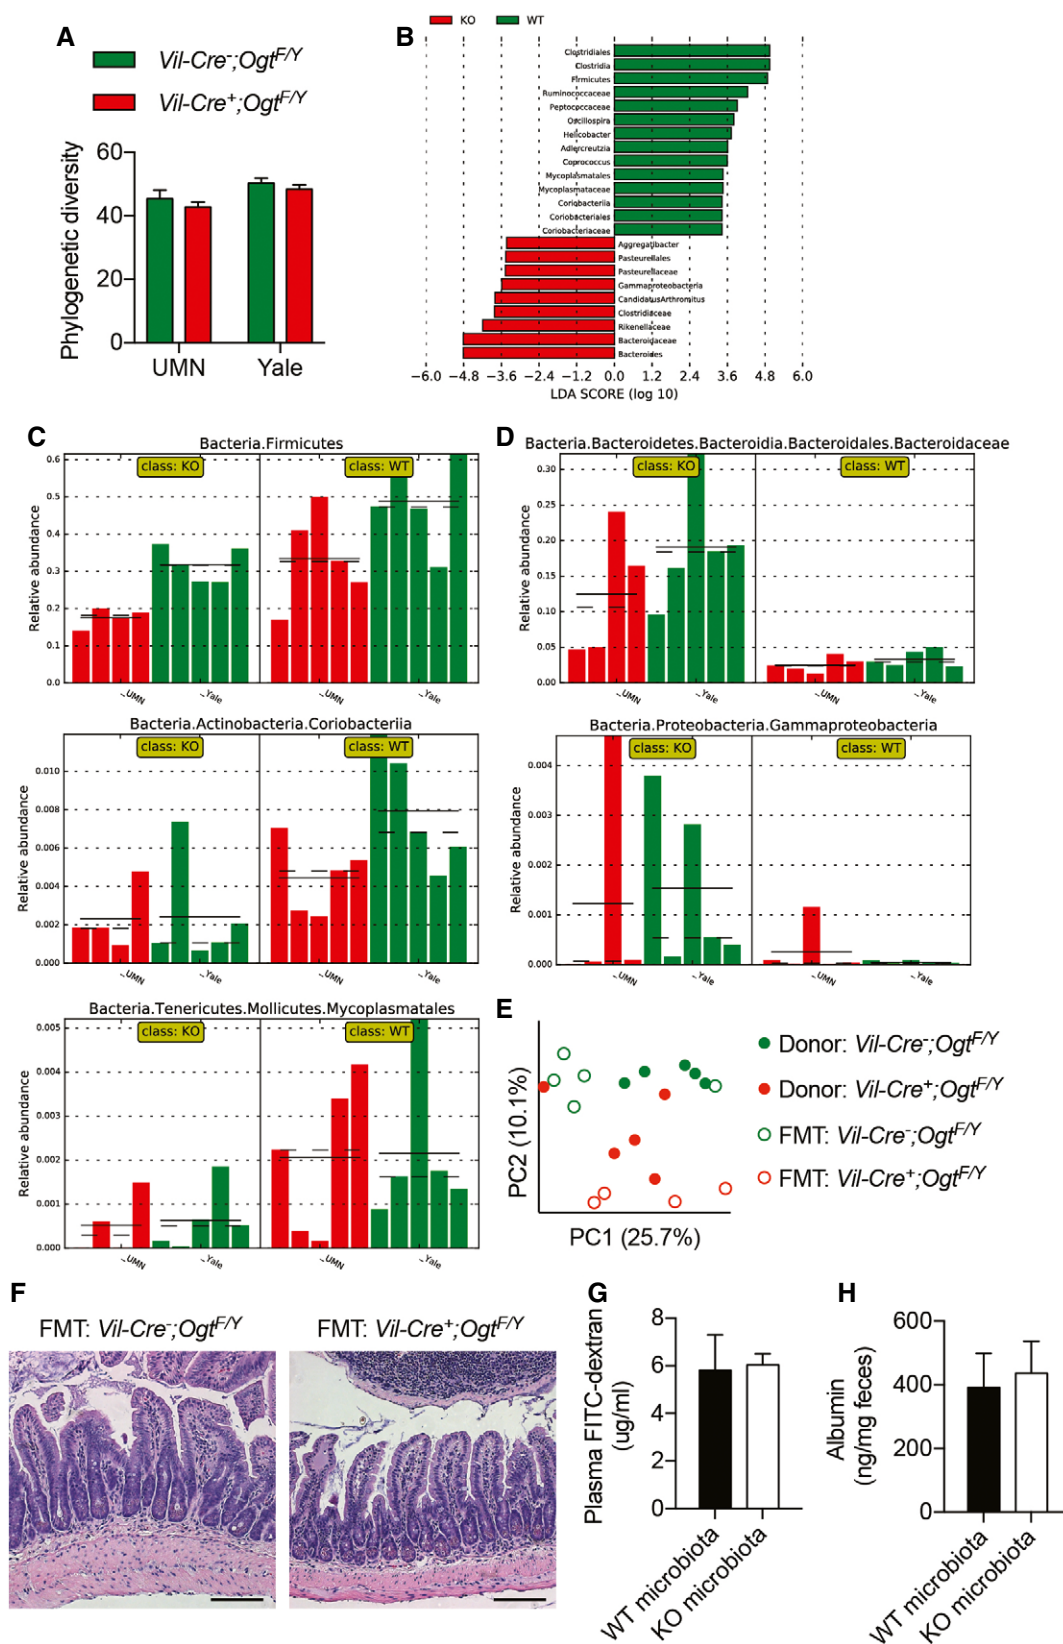

Figure EV4.

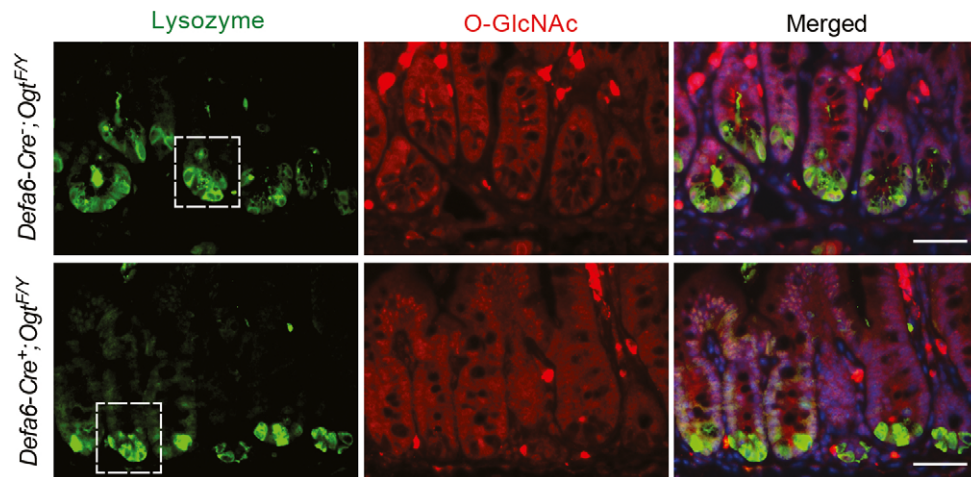

Figure EV5. Specific knockout of OGT in Paneth cells.

Immunostaining of protein O-GlcNAcylation in Paneth cells (marked by lysozyme staining) from wild-type and *Defa6-Ogt* KO mice, showing the knockout specificity/efficiency of OGT and the reduction of Paneth cell numbers. Zoom-in view of the regions indicated by the rectangles was shown in Fig 6E. Scale bars = 50 μ m.

How the deposited data were processed for this re-analysis (not part of the article)

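IECs were isolated with EDTA, and RNA of WT and Vil-Ogt KO mice aged 10 weeks was sequenced as 11 libraries (ileum: 2 WT and 3 Vil-Ogt KO; colon: 3 WT and 3 Vil-Ogt KO). According to the authors, equal amounts of RNA from each sample were pooled for library construction; how many mice a library holds is not stated. The submitters name TopHat (version 1.0.0), Bowtie and Cufflinks with the genome build mm10, and the paper names DESeq2 for the test of differential expression. The layout of the tables, with 1 status, 1 log2 ratio and 1 q-value for each locus, is that of a Cufflinks comparison.

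The authors made the log2 FPKM values of each genotype and the log2 ratio of Vil-Ogt KO over WT before the tables were deposited, and the log2 ratio equals the difference of the genotype values to within 0.01. A locus with no expression in a genotype is listed by the authors at -10, which stands for 0 FPKM here. The q-values are the authors' p-values adjusted over every locus of a tissue before deposit; the mark for significance falls on a q-value under 0.05 at every locus. The tables give 1 value per genotype and no values per library, so depth per library, spread between libraries and clustering of libraries are not analysed here. The table of the ileum has 16521 loci and that of the colon 18122, with 1 emptied line in each.

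Loci without a gene name (3505 in the ileum, 4815 in the colon) were set aside, a choice made after the tables were seen. Of loci that share a name the one with the highest mean level was kept, which left 12675 genes in the ileum and 12831 in the colon. Genes were counted as differentially expressed at a q-value under 0.05 and a change of more than 2-fold, the thresholds stated with Fig 7C. The tables hold neither p-values nor standard errors, so p-values were recovered from the q-values and their ranks. The smallest is 5e-05, reached by 1613 genes in the ileum and 2941 in the colon. A two-sided z with the sign of the log2 ratio was derived from each p-value, and a standard error from the log2 ratio and z; where the absolute log2 ratio was under 0.1, the median standard error of the 200 genes nearest in level took its place (2606 genes in the test between tissues). The difference of the log2 ratios between ileum and colon was tested by a two-sided z test on 11839 genes present in both tables and listed at 0 in neither, with Benjamini-Hochberg adjustment. Whether ileum and colon come from the same mice is not stated, and this test and the overlaps treat them as independent. Overlaps were tested with two-sided Fisher's exact test.

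Gene lists (41, with at least 3 measured members; 40 tested in the ileum, 40 in the colon and 39 for the difference) were fixed in advance from general knowledge of the gut epithelium and of the pathways in Fig 7D and 7E. They were tested with cameraPR of limma 3.58.1 in R 4.3.3 on the signed z, two-sided, at a preset correlation of 0.01, and adjusted over the lists of a tissue; a correlation cannot be estimated without libraries. Per list, members with a q-value under 0.05 were counted by direction, and again with the recovered p-values adjusted over the list alone. Genes named in the text are the 10 largest rises and 10 largest falls per tissue among called genes with a mean of at least 1 FPKM (numbered gene models and small RNA genes skipped), up to 4 members per list with the largest absolute z, ties by the log2 ratio, and the genes the paper names; some genes and 1 gene list are not reported here. Where a gene of one tissue is named, its value in the other tissue may be given.

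The steps were tested on simulated tables of the same size. Genes were simulated independently of each other, so the random lists below cannot test the effect of correlation within a list. All recovered p-values (100%) lay within 5% of the true ones, 87% of genes changed 4-fold were called against 59 unchanged genes in the ileum, the test between tissues found 69.5% of genes with a difference of 2 on the log2 scale and called 7 others, and of 200 random lists 4% had a p under 0.05 in the ileum and 3% in the colon. Alternatives were other thresholds, other adjustments, log2 of FPKM plus 1, filters on level, centring of the log2 ratios and other settings of the list test. Other software was Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The annotation of loci without a gene name used GENCODE vM21.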

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

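The tests of the regional and interferon patterns were chosen after the results were seen; those of the loci without a gene name were written before their values but after the rise of these loci was seen.

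Differences between ileum and colon in the effect of genotype were called for 1356 of 11839 genes and for 19 of 39 gene lists, of which 18 are given here; each is given as the log2 ratio in the ileum minus that in the colon. Lists with the higher ratio in the ileum, by their median difference, were intraepithelial lymphocyte and cytotoxic cell (3.42), T-cell receptor signaling (2.66), MHC class II (2.00), type I interferon-stimulated genes (1.78), absorptive enterocyte (1.75), myeloid cell (0.70), p53 targets and apoptosis (0.41), autophagy (0.34) and the STAT and JAK family (0.33). Lists with the higher ratio in the colon were goblet cell (-2.57), inducible antimicrobial defence (-1.79), colonocyte (-0.87), intestinal stem cell (-0.71), cell cycle (-0.67), tuft cell (-0.62), stromal, endothelial and muscle cell (-0.49), ribosomal protein (-0.47) and unfolded protein response (-0.44). At a preset correlation of 0.05 the call was lost for 8 of these: colonocyte, myeloid cell and p53 targets (adjusted p = 0.0514 each), tuft cell (0.0582), autophagy and the STAT and JAK family (0.0611 each), stromal, endothelial and muscle cell (0.0701) and unfolded protein response (0.111).

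The naming rule picks 251 genes that this test covers, and 85 of them differed between the tissues. Of the 70 genes among the tested ones that are named at the claims, under the differences or under the observations, 26 differed, and only these are listed. Those 18 with the higher ratio in the ileum are the lymphocyte genes Gzmb (4.34), Zap70 (3.62), Cd8a (3.49), Ccl5 (3.35), Cd3e (3.25) and Il2rb (3.22); the interferon genes Ifi27l2a (4.66), Ifi44 (4.21), Trim30a (3.82), Oasl1 (3.50), Zbp1 (3.41), Cmpk2 (2.59) and Stat2 (1.30); the MHC class II genes H2-Aa (3.60), Ciita (3.07) and Cd74 with Mir5107 (2.56); and Abca1 (5.52) and Jak2 (0.93). The 8 with the higher ratio in the colon are Slpi (-8.82), Aqp8 (-7.0), Retnlb (-5.19), Reg3g (-4.17), Zg16 (-3.98), Reg3b (-3.97), Fut2 (-3.03) and Il1r1 (-2.96).

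Some lists that the paper does not discuss from the sequencing moved the same way in both tissues. By the median log2 ratio in ileum and colon, the Paneth cell list rose (3.31 and 1.46), as did the p53 target list (0.83 and 0.38), the 3 erythrocyte genes (5.16 and 3.36) and the list of fetal-like and regenerative epithelium (1.00 and 0.92), while the cell cycle (-1.22 and -0.48), ribosomal protein (-0.92 and -0.45) and oxidative phosphorylation lists (-0.47 and -0.23) fell. Some of these calls were lost at a preset correlation of 0.05: the Paneth cell list in the colon (adjusted p = 0.117; 0.0523 with ranks and 0.917 among genes above the median level), the erythrocyte genes in the ileum (0.0518), the fetal-like list in the ileum (0.12; 0.647 among genes above the median level) and oxidative phosphorylation in both (0.0631 and 0.176). Loci without a gene name, which the text of the paper does not discuss, were more than 2-fold higher in Vil-Ogt KO at 421 places in the ileum and 741 in the colon, against 87 and 254 lower.

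In the ileum, enterocyte genes rose and colonocyte genes fell, and the WT ileum resembled the WT colon (Spearman's rho 0.928 across 11866 genes, which are not independent replicates) more than the Vil-Ogt KO ileum (0.909). Cells like those of the WT colon sample in the WT ileum sample are argued against as the only source of these differences. The 31 genes above 50 FPKM in the WT colon and over 32 times the Vil-Ogt KO ileum reached no common share of their colon level (interquartile range 2.90 on the log2 scale). Of them, 10 were under 10% and 8 over 40%, shares that carry the separate normalization of the tables. Likewise, the gain of ileal genes in the Vil-Ogt KO colon had no common share (interquartile range 3.18 over the 49 of 50 genes with a gain). This argues against cells like those of the Vil-Ogt KO ileum sample as the only source of the gain. Neither test can exclude a smaller share of such cells beside regulated genes, or cells of another segment. A Vil-Ogt KO segment taken nearer to the stomach would by itself lower the ileal bile acid list, whose median was 1.88. That value cannot exclude such a segment, since large-intestinal epithelium in the WT ileum sample would raise the median too. Such epithelium, of a part of the large intestine that was not sequenced, also stays open. The interquartile range of the enterocyte log2 ratios (1.93) met neither bound set for its presence in the WT ileum sample. A dependence of regional identity on genotype is a candidate explanation, since the enterocyte list also rose in the colon (median 1.14; the call was lost among genes above the median level, adjusted p = 0.0502), but with 1 value per genotype it cannot be separated from differences between the mice or segments taken.

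Interferon genes fell in the colon and mostly not in the ileum. Fewer lymphocytes in the isolated colon cells stay open: in the colon the median log2 ratio of the type I interferon-stimulated genes lay below that of the lymphocyte list (difference -0.47), but the quartiles of the lists overlap, so the values decide neither way. Open as well are the cytokines and signaling proteins that drive these genes, which were not measured here, and differences between the mice of each genotype.

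Loci without a gene name had higher median log2 ratios (1.17 in the ileum, 0.44 in the colon) than named genes (-0.07 and -0.04). Their log2 ratios followed those of the nearest named locus within 10 kb (Spearman's rho 0.44 in the ileum and 0.36 in the colon, across loci that are not independent replicates), consistent with reads that run past the ends of neighbouring genes. Those more than 10 kb from every annotated gene rose more (medians 2.11 and 1.27) than those inside genes (0.92 and 0.24), which such reads need not explain. Genomic DNA in the Vil-Ogt KO libraries stays open, since the lower of these far medians (1.27) is above the bound that would exclude it and the gap to loci inside genes (1.19 and 1.03) is wider than it predicts. No biological explanation was tested.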

How the results depend on the processing

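Under the alternatives set before the data were examined, the counts for the ileum (apart from the test of a log2 ratio above 1) and of lists within a tissue kept within 1.5 times their value, while those for the colon, for the difference between tissues and for overlaps moved more in several settings. Alternatives chosen after seeing the data were every locus of the tables, a mean of at least 1 FPKM, centring of the log2 ratios, leaving out genes listed at 0, and standard errors from the gene's own p-value only.

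For the ileum, 3022 genes ranged from 2098 (log2 of FPKM plus 1) to 4238 (no fold threshold). For the colon, 1748 genes became 5723 (2497 higher, 3226 lower) without the fold threshold, 842 (371 and 471) with log2 of FPKM plus 1, which shrinks the ratios of genes at low levels, and 2781 (1555 higher) over every locus; at a mean of at least 1 FPKM, 515 were higher in place of 789. The test of a log2 ratio above 1 itself called 0 genes, higher or lower, in either tissue by the z test (1282 in the ileum and 680 in the colon at an unadjusted p under 0.05); in simulated data it called 0% of genes changed 4-fold, because the smallest p of the authors' test caps z, so it says nothing about stability. An adjusted p under 0.01 left 2493 and 1633 genes, and adjustment over the named genes alone gave 3071 and 1753. Centring moved the ratios by the median of -0.07 in the ileum and -0.04 in the colon and gave 2948 and 1738 genes. In the ileum 1540 were then higher and 1408 lower, which reverses the balance of the main counts (1460 and 1562). Over every locus of the ileum it was reversed too, with 1892 higher and 1655 lower.

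The list tests called 21 lists in the ileum (14 to 21 under the alternatives) and 17 in the colon (13 to 15). For the difference between the tissues, 19 lists became 11 at a preset correlation of 0.05; the cause was not tested beyond the setting itself. The myeloid cell list, higher in the ileum, turned to lower among genes above the median level, without a call (adjusted p = 0.906); the cause was not tested. The 1356 genes that differed between the tissues became 619 when only genes above the median level in both were tested, a smaller set, and 1189 with a difference of at least 1. Overlaps grew without the fold threshold: 890 genes higher in both in place of 330, 1444 lower in both in place of 438, 180 higher in the ileum and lower in the colon in place of 45, and 104 the other way in place of 25, since more genes are called. The genes named at the claims, under the differences or under the observations were followed where still tested. All kept their side of the q threshold under adjustment over the named genes and the 1 FPKM filter, which leave the log2 ratio as it is. Called ones kept their direction under centring, which leaves the q-value as it is. Log2 of FPKM plus 1 was not applied to single named genes.

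No paired analysis was possible because the tables used hold 1 value per genotype and no libraries. For the same reason leaving out libraries, a shared estimate of the spread, other splits of the libraries, the clustering of the libraries, an estimated correlation for the list test, other normalizations of counts and other count tests were not run. Filters on a base mean were not run, since the tables hold FPKM. The main counts use no filter on level, so the alternative without one is the same. Depth per library is not known; the limit on precision that can be stated is the smallest p of 5e-05.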

Differences from the paper's values

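At the paper's thresholds no count differs from the paper's by more than 1.5 times. Over named genes the counts are 3022 in the ileum (the paper's: 3247) and 1748 in the colon (the paper's: 2031). The 1460 genes higher in the Vil-Ogt KO ileum match the number printed in Fig 7C, but that figure draws p-values far below 5e-05, the smallest p in the tables, so the genes need not be the same; 1562 were lower (about 1800 in Fig 7C), and in the colon 789 were higher and 959 lower (about 1000 each in Fig 7C). Of the alternatives set before the data were examined, none reaches the paper's totals exactly; those with a total more than 1.5 times away are log2 of FPKM plus 1 and the test of a log2 ratio above 1 for both tissues, and no fold threshold for the colon. Over every locus, a setting chosen after seeing the values, the totals are 3547 and 2781; which genes the paper called is not given, so how many of them a setting drops is not known.

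The paper states that defensin genes and Ang4 were lower in the ileum of Vil-Ogt KO mice and that the Lyz1 transcript did not change (Fig 6C, by RT-qPCR on ileum tissue). In isolated ileal IECs, 16 of 20 Paneth cell genes rose; the authors' deposited table gives log2 ratios of 4.08 for Lyz1, 3.89 for Defa3, 5.83 for the locus of Defa4 and Gm10104 and 4.33 for Defa5, and Ang4 was not called (0.06, q = 0.901). These are other samples than the tissue of Fig 6C. In the WT ileum the defensin values were low, at 1.5 FPKM for Defa3, 1.1 for Defa4 with Gm10104 and 2.9 for Defa5. Large-intestinal epithelium in the WT ileum sample, left open above, would lower them as well. The ratios therefore need not stand for a rise in Paneth cells of Vil-Ogt KO mice.

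The paper states that more epithelial cells of the Vil-Ogt KO ileum were Ki-67 positive (Fig 3E, by immunofluorescence). Cell cycle genes were lower in ileal IECs, 31 of 39, with a median log2 ratio of -1.22. Mki67, which encodes Ki-67, is not among the named genes of the ileum, so the marker itself has no value there. Fig 3E counts stained cells in sections of ileum tissue, another kind of sample and measure than RNA of isolated IECs. The paper also states that Tnfa, Il6, Il1b and Ifng were largely higher in tissue of the Vil-Ogt KO ileum and colon (Fig 3D, by RT-qPCR). For these tissues, the figure legend gives p-values for Tnfa and Ifng in the ileum and for Tnfa alone in the colon. In the authors' deposited table of isolated IECs, Tnf rose in both tissues and Il1b in the ileum. Il1b in the colon (5.25, q = 0.268) and Ifng in the ileum (2.69, q = 0.084) had positive log2 ratios in that table but were not called. Il1b stood at 0.05555 FPKM in the WT colon.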

Other observations

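Rplp0, to which the paper normalizes its RT-qPCR, fell in Vil-Ogt KO IECs by 1.18 in the ileum (q = 0.0144) and by 0.88 in the colon on the log2 scale of the authors' deposited table, and 33 of 49 ribosomal protein genes fell in each tissue. Of 13 housekeeping genes in the ileum, Rplp0 among them, 1 was higher and 2 were lower. In the colon 3 of 14 were higher and 4 lower. The set showed no common direction in either tissue (cameraPR adjusted p = 0.97 and 0.781). These are values of isolated IECs, whereas the RT-qPCR of Fig 6C was run on ileum tissue.

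mRNAs of the junction proteins that the paper blotted or stained (Fig 4D to 4F and EV3C) were mostly not called. In the authors' deposited table Jup had log2 ratios of -0.24 in the ileum (q = 0.562) and -0.12 in the colon (q = 0.491), and Dsp, Tjp1, Ctnnb1, Ctnna1 and Ocln were called in neither tissue while Cldn3 fell in both (-0.79 and -0.46). The tight junction list (3 of 23 higher and 6 lower in the ileum, 3 and 5 in the colon) and the adherens junction and desmosome list (2 of 25 higher and 4 lower, 6 and 6) had no common direction (adjusted p = 0.909, 0.803, 0.407 and 0.875).

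Of 36 autophagy genes 10 were higher and 4 lower in the ileum (adjusted p = 0.0708, but called higher among genes above the median level, adjusted p = 0.00345, and, in an alternative chosen after seeing the data, at a mean of at least 1 FPKM, adjusted p = 0.0443), and 10 were higher and 11 lower in the colon (adjusted p = 0.827). Among them Atg16l1 rose in both tissues (0.76 and 0.58), Nod2 fell in both (-1.50 and -2.09) and Atg7 was called in neither (q = 0.954 and 0.261) in the authors' deposited table. Of the LC3 genes in the authors' deposited table, Map1lc3b was called in neither tissue (q = 0.658 and 0.925), and Map1lc3a fell in the colon (-0.89, q = 0.000277) and was not called in the ileum (-0.11, q = 0.822). Cholesterol synthesis genes rose as a list in the colon (11 of 24 higher, 2 lower; adjusted p = 0.00299). In the ileum 4 were higher and none lower (adjusted p = 0.104), and the difference between the tissues was not called (median difference -0.07, adjusted p = 0.944).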
